# Kaempferol Improves Exercise Performance by Regulating Glucose Uptake, Mitochondrial Biogenesis, and Protein Synthesis via PI3K/AKT and MAPK Signaling Pathways

**DOI:** 10.3390/foods13071068

**Published:** 2024-03-30

**Authors:** Xiaoning Ji, Chaozheng Zhang, Jing Yang, Yaru Tian, Lijuan You, Hui Yang, Yongning Li, Haibo Liu, Deng Pan, Zhaoping Liu

**Keywords:** kaempferol, exercise performance, mitochondria function, glucose uptake, protein synthesis

## Abstract

Kaempferol is a natural flavonoid with reported bioactivities found in many fruits, vegetables, and medicinal herbs. However, its effects on exercise performance and muscle metabolism remain inconclusive. The present study investigated kaempferol’s effects on improving exercise performance and potential mechanisms in vivo and in vitro. The grip strength, exhaustive running time, and distance of mice were increased in the high-dose kaempferol group (*p* < 0.01). Also, kaempferol reduced fatigue-related biochemical markers and increased the activities of superoxide dismutase (SOD) and glutathione peroxidase (GSH-Px) related to antioxidant capacity. Kaempferol also increased the glycogen and adenosine triphosphate (ATP) content in the liver and skeletal muscle, as well as glucose in the blood. In vitro, kaempferol promoted glucose uptake, protein synthesis, and mitochondrial function and decreased oxidative stress in both 2D and 3D C2C12 myotube cultures. Moreover, kaempferol activated the PI3K/AKT and MAPK signaling pathways in the C2C12 cells. It also upregulated the key targets of glucose uptake, mitochondrial function, and protein synthesis. These findings suggest that kaempferol improves exercise performance and alleviates physical fatigue by increasing glucose uptake, mitochondrial biogenesis, and protein synthesis and by decreasing ROS. Kaempferol’s molecular mechanism may be related to the regulation of the PI3K/AKT and MAPK signaling pathways.

## 1. Introduction

With the escalating global popularity of recreational sports and fitness culture, improving exercise capacity safely and legally has become an increasingly crucial research goal [1]. A decline in exercise capacity and premature exercise-induced fatigue are closely associated with the function of skeletal muscles [2]. Energy deficiency emerges as the primary contributor, where the depletion of glycogen and glucose results in insufficient adenosine triphosphate (ATP) production and compromised contractile function. Enhancing mitochondrial biogenesis and oxidative phosphorylation increases ATP production in response to the increased energy demands that occur during exercise, whereas promoting glycogen synthesis and glucose uptake helps maintain intracellular energy stores for prolonged contraction [3]. The accumulation of reactive oxygen species (ROS) produced by the mitochondrial respiratory chain also causes fatigue, decreasing exercise performance [4]. Conversely, it is of paramount importance to ensure the effective disposal of metabolic byproducts, such as lactic acid (LA) and blood urea nitrogen (BUN), whose accumulation could detrimentally affect muscular functions and the overall operational efficiency [5,6,7].

Skeletal muscle is a key tissue for movement, metabolic homeostasis, and energy expenditure in the body; its precise regulation is crucial for maintaining body function, especially for exercise performance [8]. The functioning and strength of skeletal muscle are vastly influenced by glucose intake, protein synthesis, mitochondrial functionality, and antioxidant capacity [9,10,11]. Cellular signaling pathways, such as PI3K/AKT and MAPK cascades, are crucial regulators of the growth, metabolism, and function of skeletal muscle cells [12,13]. PGC-1α functions as a downstream factor of these metabolic pathways, where it binds to and regulates several transcription factors, such as glucose transporter-4 (GLUT4) and mitochondrial transcription factor A (mtTFA), thereby enhancing mitochondrial respiration, promoting mitochondrial biogenesis and glucose uptake, and improving energy metabolism [14,15]. A study reported that the PI3K/AKT pathway stimulates protein synthesis and induces muscle growth via rapamycin complex (mTOR) kinase, thereby activating ribosomal protein S6 kinase (p70S6K) and 4E-binding protein-1 (4EBP1), a critical intracellular pathway involved in regulating muscle protein synthesis [16,17]. In some cases, athletes use prohibited substances, including stimulants, β-blockers, and anabolic–androgenic steroids, which violate anti-doping policies and expose athletes to the risks of adverse cardiovascular, neurological, endocrine, and other side effects [18]. Therefore, several recreational and elite athletes are incorporating traditional/natural medicinal and food components, such as caffeine, creatine, *Chinese ginseng*, nitrates, and polyphenols, into their exercise regimens [19,20,21]. Kaempferol is a natural flavonoid present in many fruits, vegetables, and medicinal herbs, including broccoli, cabbage, beans, leek, tomato, strawberries, grapes, and propolis [22]. Average intakes of individual kaempferol among US adults and Chinese adults are 5.4 mg/day and 9.3 mg/day, respectively [23,24]. The oral bioavailability is approximately 1.5% based on urinary excretion [25]. Additionally, research into kaempferol’s metabolism and pharmacokinetics in the body indicate that orally administered kaempferol undergoes extensive metabolism in the small intestine epithelial cells, liver, and other tissues, generating various metabolites, such as kaempferol sulfates and kaempferol glucuronides [26]. It has been studied extensively for antioxidant, anti-inflammatory, anticancer, and cardioprotective effects, which are highly relevant to exercise performance and recovery [25]. Specifically, its antioxidant property may help counteract oxidative damage induced by intensive training or competitions, thereby ameliorating muscle injury and preserving muscle function [27]. Studies have suggested that kaempferol may promote glucose uptake, thereby augmenting the availability of a substrate for energy production during exercises [28]. However, its specific effects and molecular mechanisms underlying exercise performance are not yet fully understood.

We hypothesize that kaempferol can enhance exercise performance and alleviate exercise-induced fatigue by regulating energy metabolism, protein synthesis, and antioxidant capacity. Therefore, the present study investigated the effect and potential mechanism by which kaempferol improves exercise performance in vivo and in vitro. We assessed the effects of kaempferol on grip strength and exercise capacity in C57BL/6 mice. Furthermore, we demonstrated the effects of kaempferol on promoting glucose uptake, alleviating oxidative stress, and enhancing mitochondrial biogenesis using both 2D and 3D cultures of C2C12 myotubes in vitro. Transcriptomic sequencing, immunofluorescence, and a high-content imaging analysis were conducted to identify potential mechanisms underlying kaempferol’s effects on C2C12 cells. Kaempferol might be a useful nutrient supplement to alleviate exercise-induced fatigue and enhance exercise performance.

## 2. Materials and Methods

### 2.1. Materials

The kaempferol (purity > 97%, CAS 520-18-3) was obtained from Mackin Regent (Shanghai, China) and stored at room temperature in the dark. The Dulbecco’s Modified Eagle’s Medium (DMEM), fetal bovine serum (FBS), horse serum, phosphate-buffered saline (PBS, pH 7.4), and penicillin-streptomycin (P/S) were acquired from Gibco (New York, NY, USA). The Cell Counting Kit-8 (CCK-8) was provided by Dojindo (Kumamoto, Japan). The MitoTracker Deep Red and 2-[N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino]-2-deoxy-Dglucose (2-NBDG) were obtained from Invitrogen (Carlsbad, CA, USA). The puromycin was generated by MCE (Shanghai, China). The Cell Staining Buffer was bought from Biolegend (San Diego, CA, USA). The primary antibodies were p-p38MAPK (Thr180/Tyr182, #4511, 1:1000), p-JNK (Thr183/Tyr185, #9255, 1:200), p-ERK (Thr202/Tyr204, #4370, 1:200), p-mTOR (Ser2448, #5536, 1:100), and p-AKT (Ser473, #4060, 1:200); these antibodies were sourced from Cell Signaling Technology (Beverly, MA, USA). p-P13K (AF3242, 1:200) and p-4EBP1 (AF3830, 1:200) were procured from Affinity Biosciences (Liyang, China). mtTFA (ab252432, 1:200) and GLUT4 (ab33780, 1:200) were purchased from Abcam (Cambridge, MA, USA). PGC-1α (ST1202) and puromycin (MABE343) were provided by Merck (Billerica, MA, USA). p-p70S6 K1 (Thr389, AP0564) was obtained from Abclonal Technology (Wuhan, China). The anti-mouse IgG (1:1000) and anti-rabbit IgG (1:1000) were sourced from Cell Signaling Technology (Beverly, MA, USA). The assay kits used for ATP (A095-1–1), glycogen (A043-1-1), malondialdehyde (MDA), superoxide dismutase (SOD), and glutathione peroxidase (GSH-Px) were purchased from the Nanjing Jiancheng Bioengineering Institute (Nanjing, China).

Seven-week-old special pathogen-free male C57BL/6 mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The C2C12 mouse skeletal myoblasts were obtained from Pythonbio (Guangzhou, China). The grip tester (DS2-20N) was obtained from Jiangsu Science Biological Technology Co., Ltd. (Nanjing, China). A motorized treadmill was provided (ZH-PT/5S) by Anhui Zhenghua Biologic Apparatus Facilities Co., Ltd. (Huaibei, China). The black-bottom 96-well plates and 96-well round-bottomed plates were purposed from Corning (Kennebunk, ME, USA). The RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system was obtained from Agilent Technologies (Santa Clara, CA, USA).

### 2.2. Animals and Treatment

In caring for and treating the experimental mice, we adhered to the ethical guidelines for the humane treatment of animals used in laboratory research. The seven-week-old special pathogen-free male C57BL/6 mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The mice were maintained at a constant temperature (22 ± 1 °C), humidity (55 ± 10%), and 12 h light/dark cycle; they had free access to water and food. After a 1-week adaptation period, the mice were randomly divided into three groups (*n* = 12): control (CT), low-dose kaempferol (KL), and high-dose kaempferol (KH). The CT group was administered with the solvent carboxymethyl cellulose sodium (CMC, 0.5% wt./vol), the KL group was gavagely administered with kaempferol (25 mg/kg bw [bw, body weight]), and the KH group was also administrated with kaempferol (100 mg/kg bw) as previously described [29,30]. A gavage solution was prepared by mixing kaempferol with 0.5% (wt./vol) CMC. The mice were gavaged daily with 0.2 mL/10 g bw/d.

At the end of the experiment, the whole blood samples were gathered in the right eyes of the mice. Then, the mice were sacrificed by cervical dislocation. The liver and hindlimb skeletal muscle tissues of the mice were immediately dissected, frozen in liquid nitrogen, and kept at −80 °C. All the animal experiments were performed according to the procedures approved by the Institutional Animal Care and Use Committee of China National Center for Food Safety Risk Assessment (Approval no. 2023072). The animal experiments were performed according to the chart displayed in Figure 1A.

### 2.3. Grip Strength

The grip strength was measured in the mice. A grip tester was used to evaluate the forelimb and hindlimb grip strength of the mice. The mice were positioned horizontally on the wire grid so that their forelimbs grasped the grid. After the mice had grasped the grid with their forelimbs, their tails were pulled backward evenly along the horizontal plane with increasing force until they released the grid. The peak force during this process was recorded using the instrument when the mice had released the grid. The measurements were repeated six times for each mouse and averaged to obtain the grip strength value, which was used to evaluate the forelimb grip strength [31]. The hindlimb grip strength in the mice was performed similarly to the aforementioned forelimb evaluation. Briefly, the mice’s hindlimbs grasped the metal grid and, until they released their grip, were pulled backward evenly with increasing force. A series of six trials were conducted on each mouse, and the average of the peak force measurements was calculated.

### 2.4. Exercise Capacity

Prior to exercise, the mice were acclimated to a motorized treadmill for 3 days (day 1: running 10 m/min at a slope of 0 for 10 min; day 2: running 10 m/min at a slope of 0 for 5 min and 10 m/min at a slope of 5° for 5 min; and day 3: running 10 m/min for 5 min and 15 m/min at a slope of 10° for 5 min). To access exercise capacity, we placed the mice on the treadmill and they warmed up with a slope of 5° for 5 min, followed by a slope of 10° for 5 min at 10 m/min. The initial speed was 10 m/min for 5 min at a slope of 10° and then increased (2 m/min every 5 min) up to 34 m/min, referring to previous studies [14]. Exhaustion was defined as receiving > 7 shocks within 15 s. Finally, the exercise time and distance to exhaustion were recorded.

### 2.5. Measurement of Tissue Glycogen and ATP

The ATP and glycogen levels in the liver and skeletal muscle were determined using commercial assay kits according to the manufacturer’s instructions.

### 2.6. Blood Biochemical Assessments

The whole blood glucose levels were tested using the Accu-Check Active Blood Glucose Meter (Roche, Shanghai, China). The serum was promptly centrifuged at 3500 rpm for 10 min at 4 °C and then stored at 4 °C. The levels of lactic acid (LA), lactate dehydrogenase (LDH), BUN, creatine kinase (CK), triglyceride (TG), total cholesterol (TC), alanine aminotransferase (ALT), and aspartate aminotransferase (AST) were determined using an auto-analyzer (AU680, Beckman Coulter, Brea, CA, USA). The levels of MDA, SOD, and GSH-Px were determined using a commercially available enzyme-linked immunosorbent assay (ELISA) kit according to the manufacturer’s protocols.

### 2.7. 2D/3D Cells Culture and Treatment

The C2C12 mouse skeletal myoblasts were obtained from Pythonbio (Guangzhou, China). The cells were grown in DMEM supplemented with 10% FBS and 1% P/S. At 70–80% confluence, the cells were cultured in DMEM supplemented with 2% horse serum and 1% penicillin-streptomycin for six days to induce differentiation into the myotubes [32]. All the cells were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_. The culture media were replaced every two days.

After differentiation, the cells were seeded at 1 × 10^4^ cells per well into black-bottom 96-well plates (Corning, Kennebunk, ME, USA) overnight for the 2D culture. The cells were seeded at 2000–3000 cells/well into ultra-low attachment 96-well round-bottomed plates (Corning, Kennebunk, ME, USA) and then cultured for three days to generate skeletal muscle spheroids (3D culture) [33]. The cells were then treated with varying concentrations of kaempferol (50, 25, 12.5, and 6.25 μM) for 24 h in the 2D culture and 48 h in the 3D culture. The treatment concentration of kaempferol was determined based on our previous cell activity experiments. The cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. The testing was subsequently commenced.

### 2.8. Transcriptome Sequencing

The C2C12 myotubes were cultured with 25 μM kaempferol for 24 h. The total RNA was extracted from the cells with TRIzol. RNA sequencing was performed by Novogene Biotech Co., Ltd. (Beijing, China). The RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). A differential expression analysis of the groups was performed using the R package “DESeq2” (1.20.0). Differentially expressed genes (DEGs) were identified using DESeq2 with *p* < 0.05 and |log_2_(Fold Change)| > 0 [34,35]. A Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the DEGs was performed using the R package “cluster Profiler”. A gene set enrichment analysis (GSEA) was performed locally using the latest version of the GSEA analysis tool (http://www.broadinstitute.org/gsea/index.jsp, accessed on 22 December 2022). The raw RNA sequencing data are available through the National Center for Biotechnology Information Gene Expression Omnibus (NCBI–GEO) database (http://www.ncbi.nlm.nih.gov/geo/, accessed on 2 February 2024) under the following accession number: GSE252790.

### 2.9. Immunofluorescence Staining and Cell High-Content Imaging Analysis

#### 2.9.1. Glucose Uptake

The C2C12 myotubes in glucose-free DMEM were incubated for 4 h. After removing the culture medium, the cells were washed twice with PBS. The cells were then treated with 2-NBDG at 400 μM at 37 °C for 30 min, protected from the light.

#### 2.9.2. Measurement of ROS

The ROS levels were determined using a fluorescent probe (CellROX Green reagent, ThermoFisher Science, Carlsbad, CA, USA). To induce ROS, we cultured the cells with 100 μM tert-butyl hydroperoxide (TBHP) for 30 min. The cells were then stained with the CellROX Green reagent for 30 min at 37 °C, protected from the light.

#### 2.9.3. Measurement of Mitochondrial Mass and Mitochondrial Membrane Potential

The mitochondrial membrane potential and mitochondrial mass were measured using the TMRM reagent (Thermo Scientific, Carlsbad, CA, USA) and MitoTracker (Thermo Scientific, Carlsbad, CA, USA), respectively, according to the manufacturer’s instructions. The cells were washed twice with PBS and then loaded with TMRM or MitoTracker at 37 °C for 30 min, protected from the light.

#### 2.9.4. Protein Synthesis Measurements

Protein synthesis was measured in vitro in the C2C12 myotubes using the SUnSET method. Briefly, the C2C12 cells were incubated with 1 µM puromycin for the last 60 min of the experimental treatments. The puromycin expression was analyzed as described below.

#### 2.9.5. Expression of Key Target Proteins

The C2C12 cells were fixed with fixative buffer (eBioscience Fixation:Fixation/Permeabilization, 1:3 ratio) from the eBioscience Foxp3 Kit (ThermoFisher Science) at room temperature for 30 min. The cells were then washed twice with the permeabilization buffer and then incubated with primary antibodies (puromycin, p-p38 MAPK, ERK1/2, p-JNK, p-AMPK, p-mTOR, p-p70S6K, p-4EBP1, GLUT4, PGC-1α, and mtTFA) at room temperature for 30 min. After washing twice, the cells were probed using anti-mouse IgG or anti-rabbit IgG (1:1000, CST) for 1 h at room temperature.

#### 2.9.6. High-Content Imaging Analysis

The cells were washed twice with PBS or Cell Staining Buffer (Biolegend, San Diego, CA, USA). Finally, the cells were counterstained for nuclei with Hoechst 33342 (Solarbio, Beijing, China) and analyzed using Image Xpress software (Version 6.5, Molecular Device, LLC, San Jose, CA, USA) [36].

### 2.10. Statistical Analyses

The data analyses were performed using GraphPad Prism 8.3 (GraphPad Software Inc., San Diego, CA, USA). The data are expressed as the mean ± standard deviation (SD). A statistical analysis was performed using the one-way analysis of variants (ANOVA), followed by Fisher’s least significant difference (LSD) multiple comparisons. The level of statistical significance was set at *p* < 0.05.

## 3. Results and Discussion

### 3.1. Effect of Kaempferol on Grip Strength and Exercise Capacity

The body weights and food intake of the mice involved in the 35 days before the behavioral experiment were measured and recorded (Figure 1B,C). There was no significant difference in the body weight and food intake between the CT, KL, and KH groups. Continuous kaempferol supplementation did not influence the body weight and food intake when compared with the CT group.

Grip strength, exhaustive running time, and distance are important parameters for assessing muscle strength and exercise capacity in mice. The grip strength testing was performed first (Figure 1D,E); the KL and KH groups significantly increased the forelimb grip strength by 18.0% and 30.1%, respectively, compared with the CT group. Kaempferol at doses of 25 and 100 mg/kg bw significantly increased the hindlimb grip strength by 30.0% and 47.7%, respectively. Compared with the control CT group, kaempferol prolonged the exhaustion distance in the mice, with the KH group intensifying by 37.3% (*p* < 0.01) (Figure 1F). Similarly, the exhaustion time was significantly increased by 21.1% in the KH group (*p* < 0.01) (Figure 1G). These results indicate that kaempferol could substantially improve muscle strength and enhance the exercise capacity of mice, especially in the KH group.

### 3.2. Effect of Kaempferol on the ATP and Glycogen Contents in the Liver and Skeletal Muscle

The concentrations of ATP and glycogen—important energy sources during exercise and indicators of exercise-induced fatigue—in the liver and skeletal muscle were measured. The ATP contents of the liver in the KH (7.46 μmol/g prot) and KL (6.54 μmol/g prot) groups were significantly increased by 1.99-fold and 1.74-fold, respectively, compared with that in the CT group (3.75 μmol/g prot) (Figure 1H, *p* < 0.01). Furthermore, the glycogen level in the KH group increased by 75% from 3.94 ± 0.29 to 6.92 ± 0.56 mg/g (*p* < 0.01) compared with the CT group (Figure 1I). Similarly, as the kaempferol dose increased, the ATP and glycogen content in the skeletal muscle also tended to increase (Figure 1J,K). Kaempferol can increase the ATP and glycogen levels in the liver and skeletal muscle, which might provide or supplement sufficient energy to meet energy demands during exercise and promote physical recovery after exercise [5].

### 3.3. Effect of Kaempferol on Biochemical Parameters after Exercise

Figure 2 depicts the effect of kaempferol on fatigue-associated biochemical markers, such as glucose, BUN, LA, CK, and LDH, after exercise [5]. Kaempferol significantly increased the glucose levels in the blood compared with the CT group (*p* < 0.01). By contrast, kaempferol significantly and dose-dependently decreased the LA levels (14.20–18.51%) compared with the CT group. Glucose is an important fuel for contracting muscle. Kaempferol may increase blood glucose levels because of its ability to promote glycogenolysis and release glucose into the bloodstream, providing an energy substrate for exercise [37]. The dose-dependent reduction in LA suggests that kaempferol may mitigate lactic acidosis-induced muscular fatigue during exercise by facilitating lactate clearance. Compared with the CT group, the CK level was significantly decreased in the KH group (*p* < 0.05) but not in the KL group. CK is an indicator for evaluating the degree of muscle damage. The decrease in CK indicates that kaempferol may have some muscle protection effects, which can alleviate exercise-induced muscle injury, thereby enhancing exercise capability. Moreover, the BUN level was significantly decreased in the KH group (*p* < 0.05) but not in the KL group.

Figure 2 presents the biochemical parameters related to liver, kidney, heart, and muscle injury markers. There was no significant difference in the levels of AST and ALT (both liver makers) among the three groups (Figure S1). The UA and creatinine—important indicators for evaluating kidney function—were significantly decreased in the KH group compared with the CT group. An increase in BUN and UA levels during exercise leads to a decline in performance and fatigue [7]. The decrease in UA, creatinine, and BUN implies improved kidney function in the KH group, which may facilitate the clearance of exercise-induced metabolites. The kaempferol significantly decreased the TG and TC levels in a dose-dependent manner. Studies have demonstrated that lipid profiles are associated with fatigue and reduced exercise tolerance [38].

Excessive oxidative stress triggering plays a crucial role in contributing to exercise-induced fatigue, potentially reducing exercise performance [4]. MDA is considered a presumptive biomarker for lipid peroxidation, whereas SOD and GSH-Px are important antioxidants in oxidative stress systems. Serum MDA concentrations of the KH and KL groups were significantly lower (*p* < 0.01) than that of the CT group (Figure 2J–L). Kaempferol accelerated the SOD and GSH-Px activities in the serum, especially in the KH group (all *p* < 0.01), compared with the control. Kaempferol effectively reduced the serum MDA levels, indicating a decrease in lipid peroxidation. This finding aligns with previous research that excessive oxidative stress contributes to exercise-induced fatigue and may impair exercise performance [39]. Therefore, kaempferol possesses antioxidation capacity and positively modulates the antioxidant defense system, thereby improving exercise performance.

In summary, kaempferol enhances the grip strength and exercise capacity in mice by increasing the forelimb and hindlimb grip strength, as well as prolonging the exhaustive running distance and time. Additionally, kaempferol increases the ATP and glycogen contents in the liver and skeletal muscle, providing more energy during exercise and promoting physical recovery after exercise. Kaempferol also has a positive effect on fatigue-associated biochemical markers, such as glucose, LA, and CK, as well as liver, kidney, and heart function markers, and it also decreases the accumulation of metabolic byproducts. Furthermore, kaempferol reduces oxidative stress and increases antioxidant activity, thereby improving exercise performance.

### 3.4. Effect of Kaempferol on the Glucose Uptake, Protein Synthesis, and Mitochondrial Biogenesis in Both 2D and 3D C2C12 Myotube Cultures

In our study, kaempferol enhanced exercise performance and recovery by increasing the energy supply and antioxidant capacity and by decreasing the metabolite accumulation in the mice. However, the exact mechanism demands validation. Skeletal muscle is a key tissue for movement and metabolism in the body, and its precise regulation is crucial for maintaining body function. To evaluate the effect of kaempferol on glucose uptake, we treated the C2C12 myotubes with 2-NBDG, a fluorescently labeled glucose analog. The results (Figure 3A) demonstrated that compared with the control, the mean stain area of 2-NDBG was increased by kaempferol at higher concentrations (12.5, 25, and 50 μM (*p* < 0.05)). We next investigated the effect of kaempferol on protein synthesis, as determined using the SUnSET method. As demonstrated in Figure 3B, our in vitro study confirmed that kaempferol increased protein synthesis. The mitochondrial mass and mitochondria membrane potential—essential for maintaining muscle function and health—were also important effect indicators in our study. The stained areas of TMRM and MitoTracker were significantly larger in the 50 μm and 25 μm kaempferol treatment groups than in the control group (Figure 3C). To eliminate the potential artifact of increased mitochondrial mass on the membrane potential, the mitochondrial membrane potential was determined by the ratio of TMRM to MitoTracker. As shown in Figure 3C, the ratio of TMRM to MitoTracker was also significantly increased by 50 μm and 25 μm kaempferol. ROS is produced during exercise or energy production; excessive ROS during exercise can affect the normal function of cells and reduce muscle contraction and endurance. Kaempferol exhibited potent antioxidant properties, as evidenced by the decreased ROS levels (Figure 3D).

To elucidate whether the bioactivities of kaempferol were retained in a 3D microsphere, we examined its effects in C2C12 myotubes cultured in 3D (Figure 3E–H) and found that kaempferol significantly decreased the ROS in a dose-dependent manner in the C2C12 myotubes cultured in 3D. Moreover, kaempferol enhanced the fluorescence intensity of 2-NBDG, particularly at higher concentrations, compared with the control group, indicating that kaempferol pretreatment can increase glucose uptake. Similarly, kaempferol significantly increased the average fluorescence intensity of the puromycin, TMRM, and MitoTracker in the 3D microspheres; although there was an increasing trend in the ratio of TMRM to MitoTracker, it was not statistically significant compared to the control group (Figure 3H).

As the predominant fuel supporting muscle contraction, increased glucose uptake enables greater ATP generation through glycolysis and oxidative phosphorylation, thereby improving muscle strength and endurance capacity. Mitochondria are organelles in muscle cells responsible for energy production. Better mitochondrial mass means muscle cells can produce more ATP to provide the energy needed for muscle contraction, which is closely associated with muscle strength and exercise capacity [40]. Additionally, promoting protein synthesis is crucial for muscular hypertrophy and recovery from exercise-induced muscle damage [11]. To comprehensively investigate the effects of kaempferol on C2C12 cells, we used both conventional 2D cell culture systems and advanced 3D cell culture techniques to mimic the native microenvironment of cells in vivo. As the 3D culture more closely recapitulates the physiological milieu of cells in living organisms, these observations imply that the salutary effects of kaempferol on skeletal muscle cells observed in conventional 2D cultures are likely to translate to actual skeletal muscle tissues in vivo. In summary, kaempferol might facilitate muscular adaptation to exercise by stimulating protein synthesis, glucose uptake, and mitochondrial mass and by decreasing ROS. However, further in-depth research is required.

### 3.5. Effect of Kaempferol on MAPK and PI3K/AKT Signaling Pathways in C2C12 Myotubes

To investigate the mechanism underlying the effect of kaempferol on exercise performance, we used transcriptome profiling to systemically identify changes in gene expression in C2C12 myotubes. 

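C2C12 myotubes are muscle cells with several nuclei that form when C2C12 myoblasts, a mouse skeletal muscle line, differentiate in medium with little serum, and kaempferol is a flavonol found in many plants. mRNA was sequenced from 3 libraries of control myotubes and 3 libraries of myotubes treated with 25 μM kaempferol for 24 h, after 6 days of differentiation. The sample labels state that the differentiated cells were reseeded into multi-well plates overnight before treatment, though this protocol is worded alike for all samples and gives kaempferol to the controls too, so the tag of each sample was followed. They also state that mRNA was captured by its poly(A) tail and copied from random hexamers. The authors deposited whole-number read counts per gene, which their processing notes describe as reads cleaned with fastp, aligned to the mouse genome mm10 with HISAT2 and counted with featureCounts. The control libraries held 17500628, 18105856 and 16869364 counts and the kaempferol libraries 17242977, 16575790 and 18625272 counts. Of 54924 genes in the table, 27842 had a count in some library and 14558 had enough counts to be tested, 12255 of them protein-coding. Counts were scaled between libraries with TMM factors and are given as counts relative to the scaled library total (CPM, mean ± SD, n = 3). Each gene was compared between kaempferol and control with edgeR's quasi-likelihood test, which sets the difference between groups against the spread between libraries, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was called upregulated or downregulated at an adjusted p under 0.05. The labels and the paper's text do not state whether the libraries of a group came from separate cultures, so these p-values measure the spread between these libraries.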

Figure 4A manifests the diverse gene expression profiles in the three groups. 

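Kaempferol moved the expression profile of the myotube cultures further than libraries of the same group lay from each other. Transcripts of the mitochondrial genome, which encode subunits of the respiratory chain and of ATP synthase, took a larger share of the counts after kaempferol. Their share was 1.70%, 1.72% and 1.57% in the control libraries and 1.94%, 1.93% and 2.09% in the kaempferol libraries. Of the 12 protein-coding mitochondrial genes tested, 5 were upregulated (8 when adjusted over the list alone) and the other 7 did not pass the test. Among them, mt-Nd4, a subunit of complex I, had a log2 fold change of 0.31 (standard error 0.0523, adjusted p = 0.000307 from edgeR's quasi-likelihood test), and mt-Cytb, a subunit of complex III, one of 0.29 (standard error 0.0397, adjusted p = 3.81e-05). The median log2 fold change of the 12 genes was 0.27. Compared with all other tested genes by limma's camera, which tests whether a list moves further than the rest, the list rose at an adjusted p of 0.00243, but adjusted p = 0.476 with an estimated correlation between genes and 0.108 with a preranked enrichment score. The rotation test fry, which tests the list against no change and not against other genes, gave an adjusted p of 0.0622. Between control libraries the Pearson correlation of log2 CPM across the tested genes was 0.992 to 0.993, and between kaempferol libraries it was 0.992. Between a control and a kaempferol library it was 0.985 to 0.987. The first principal component, which parted the control from the kaempferol libraries, held 46.8% of the variance. The second held 14.4%, and on it control replicate 3, at -21.8, lay apart from the other two control libraries, at 11.7 and 9.58. All kaempferol libraries lay above all control libraries for 2702 genes and below them for 2859 genes, together 38.2% of the tested genes, against 10% by chance for 3 libraries against 3.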

We focused on DEGs, which exhibited being significantly upregulated (red dots, kaempferol vs. control) and downregulated (blue dots, kaempferol vs. control) in response to the kaempferol (Figure 4B). 

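Several genes of detoxification and antioxidant defence were among the genes that kaempferol raised most in the myotube cultures. These cultures also expressed Mki67, the marker of dividing cells, so the values may not be those of myotubes alone. The glutathione S-transferases encoded by Gsta1, Gsta2 and Gsta4 couple glutathione to reactive compounds, the aldehyde dehydrogenase encoded by Aldh3a1 removes aldehydes, and the quinone reductase encoded by Nqo1 keeps quinones from cycling. Slc7a11 encodes the transporter that brings in cystine for glutathione synthesis, and Pgd encodes an NADPH-forming enzyme of the pentose phosphate pathway. The early growth response genes Egr1, Egr2 and Egr3, transcription factors switched on by ERK signaling, were downregulated. So were Il33, which encodes a cytokine of the interleukin-1 family, and Wnt10a and Ptn, which encode secreted growth factors. Gsta2 (ENSMUSG00000057933, chromosome 9 of mm10 from 78331018 to 78355788) rose from 2.08 ± 0.199 CPM to 64.7 ± 4.53 CPM, a log2 fold change of 4.95 (standard error 0.107, adjusted p = 3.52e-16 from edgeR's quasi-likelihood test). Aldh3a1 (ENSMUSG00000019102, chromosome 11 from 61207537 to 61218421) rose from 21.3 ± 1.42 to 387 ± 26.0 CPM, a log2 fold change of 4.18 (standard error 0.0656, adjusted p = 5.04e-18). Nqo1 (ENSMUSG00000003849, chromosome 8 from 107388225 to 107403206) rose from 26.6 ± 0.529 to 209 ± 9.79 CPM, a log2 fold change of 2.97 (standard error 0.0543, adjusted p = 2.76e-17). The log2 fold changes of Gsta4, Gsta1, Slc7a11 and Pgd were 3.52, 3.39, 2.52 and 1.81. Prl2c2 and Prl2c3, prolactin-family hormones also called proliferins, had log2 fold changes of 4.43 and 2.20. Igfbp3, which binds insulin-like growth factors, rose by 2.52 on the log2 scale, the monooxygenase gene Fmo1 by 2.12 and the organic ion transporter gene Slc22a23 by 1.89. Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) fell from 137 ± 3.46 to 49.1 ± 4.56 CPM, a log2 fold change of -1.48 (standard error 0.0598, adjusted p = 4.09e-12). Peg10, an imprinted gene derived from a retrotransposon, fell from 246 ± 4.10 to 81.4 ± 6.41 CPM, a log2 fold change of -1.59 (standard error 0.0541, adjusted p = 3.35e-13). The log2 fold changes of Wnt10a, Egr3, Il33, Ptn and Egr2 were -1.38, -1.25, -1.17, -1.01 and -0.99, and those of Tnfrsf25, a death-domain receptor, Hivep3, a zinc finger protein, and Cdhr1, a cadherin-related protein, were -1.27, -1.20 and -1.10. Gapdh and Hmgn2 had the most negative values, -2.05 and -1.91, among protein-coding genes with non-overlapping groups and a mean of at least 5 CPM. Gapdh is a glycolytic gene and Hmgn2 encodes a chromatin protein, but both values rest on control replicate 3. Gapdh had 378, 403 and 3141 counts in the control libraries and 329, 329 and 333 in the kaempferol libraries, its log2 fold change without control replicate 3 was -0.24 (adjusted p = 0.0773), and DESeq2 gave it no p. Hmgn2 had a log2 fold change of -0.57 without control replicate 3 (adjusted p = 0.0484), and its adjusted p from DESeq2 was 0.104. Gsta1 and Gsta2, and Prl2c2 and Prl2c3, are near-identical copies of each other, so their counts are less certain one by one than together.

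**Figure D1:**
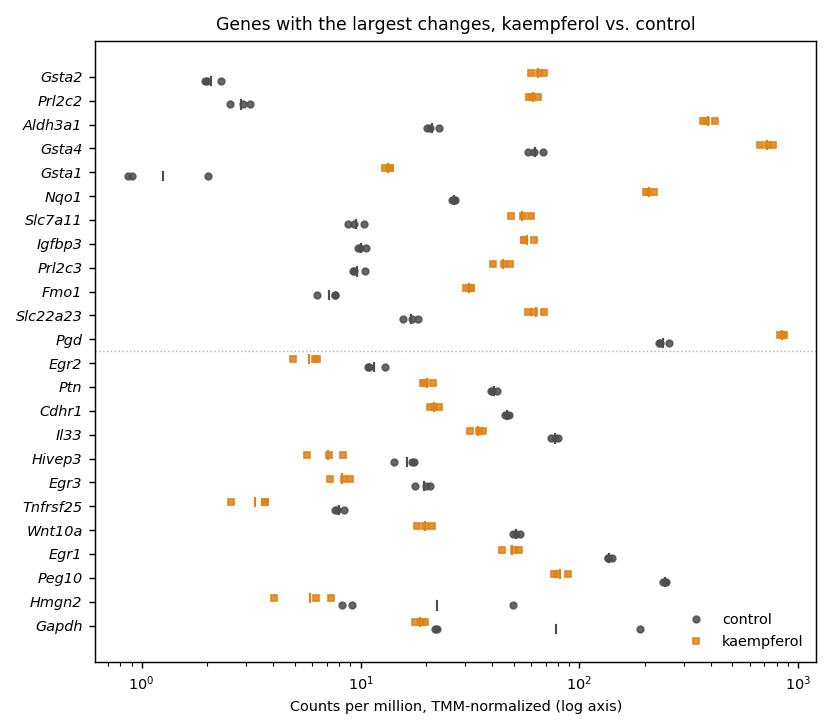
TMM-normalized expression in CPM of the 12 upregulated and 12 downregulated protein-coding genes with the largest log2 fold changes among those with non-overlapping groups and a mean of at least 5 CPM, on a log axis. Points are single libraries, 3 control and 3 kaempferol, and ticks are group means. Control replicate 3 stands apart from the other two control libraries for Gapdh and Hmgn2.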

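Targets of NRF2 and of p53 rose as groups with kaempferol, and some other groups of stress and clearance genes shifted up with part of their members called. NRF2 here is nuclear factor erythroid 2-related factor 2, the transcription factor that switches on antioxidant and detoxification genes, and not the nuclear respiratory factor 2 that the paper abbreviates in the same way. It had 40 tested target genes, and 39 of them were upregulated (39 when adjusted over the list alone). Their median log2 fold change was 1.24 (95% bootstrap interval over genes 0.99 to 1.34) and their summed expression rose from 7080 to 15317 CPM. Srxn1, Hmox1, Cat and Txnrd1, which encode sulfiredoxin, heme oxygenase, catalase and thioredoxin reductase, had log2 fold changes of 1.59, 1.31, 1.31 and 1.19. The list passed limma's camera at an adjusted p of 1.22e-37, and at 0.0379 with an estimated correlation. Targets of p53, which are induced by DNA damage and other stress and restrain growth, included 26 upregulated and 1 downregulated gene among 34 (26 and 1 when adjusted over the list alone), with a median of 0.50 (camera adjusted p = 1.93e-14, and 0.0324 with an estimated correlation). Cdkn1a, which encodes the cell cycle inhibitor p21, rose from 177 ± 6.19 to 341 ± 1.55 CPM, and Gdf15, a stress-induced cytokine, Trp53inp1, Ccng1, Sesn2 and the cell death gene Bax had log2 fold changes of 1.76, 1.44, 1.00, 0.91 and 0.76. The lists that follow passed camera at an adjusted p under 0.05 and none of them passed with an estimated correlation. Targets of the aryl hydrocarbon receptor AhR, a sensor of flavonoids and other planar molecules, had 9 of 12 genes upregulated (9 higher and 2 lower when adjusted over the list alone) and a median of 0.80, Aldh3a1 and Nqo1 being in this list and in the NRF2 list (adjusted p = 5.12e-07, and 0.0785 with an estimated correlation). Antioxidant enzymes had 13 upregulated and 2 downregulated of 27 (15 and 2 over the list alone), a median of 0.16 (adjusted p = 7.05e-05, and 0.232 estimated). In the pentose phosphate pathway, which makes NADPH, G6pdx, Taldo1 and Tkt rose by 0.95, 0.55 and 0.41 on the log2 scale, and 4 of 11 genes were upregulated and 1 downregulated (5 and 1 over the list alone; adjusted p = 0.0377, 0.229 estimated, 0.0619 with the replicate number as a block, 0.0537 without control replicate 1 and 0.0769 without kaempferol replicate 1). Genes of autophagy and lysosomes, among them the protease gene Ctsd and the autophagy receptor gene Sqstm1 with log2 fold changes of 0.68 and 0.66, had 19 upregulated and 1 downregulated of 45 (24 and 3 over the list alone), a median of 0.14 (adjusted p = 1.14e-05, and 0.0947 estimated). Muscle atrophy genes and FoxO targets had 11 upregulated and 2 downregulated of 24 (11 and 2 over the list alone), a median of 0.22 (adjusted p = 0.00138, and 0.232 estimated). In this list Pdk4, which limits glucose oxidation, rose by 1.12 on the log2 scale. Targets of ATF4, the factor of the amino acid response, had 17 upregulated and 2 downregulated of 48 (18 and 3 over the list alone), a median of 0.07 (adjusted p = 0.00185, and 0.358 estimated), with Cebpb at a log2 fold change of 0.71. The heat shock response, the unfolded protein response of the endoplasmic reticulum and the proteasome did not pass camera (adjusted p = 0.830, 0.221 and 0.394).

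**Figure D2:**
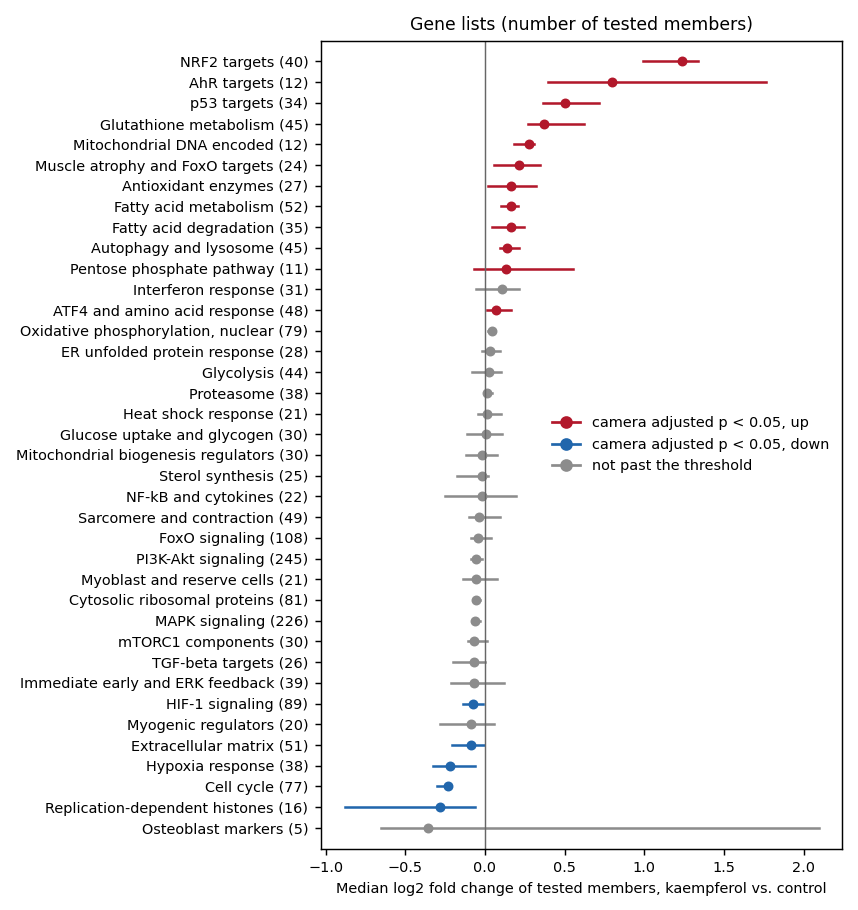
Median log2 fold change, kaempferol vs. control, of the tested members of 38 gene lists, with the number of tested members in parentheses. Bars are 95% bootstrap intervals over the members, and colours mark the camera result with the preset correlation. NRF2 targets have the highest median, 1.24, and 12 lists passed upward and 5 downward.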

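Most genes of cell division were downregulated with kaempferol. The lists of the hypoxia response, of the extracellular matrix and of histones shifted down in camera with the preset correlation, but not in every other test. Of 77 cell cycle genes, 61 were downregulated (64 when adjusted over the list alone) and the other 16 did not pass the test, with a median log2 fold change of -0.23 and a fall in summed expression from 11985 to 9791 CPM (camera adjusted p = 8.21e-20, and 0.0785 with an estimated correlation). Mki67, the marker of dividing cells, fell from 665 ± 38.3 to 393 ± 34.2 CPM, and E2f8, Kif23 and Tk1, needed for cell cycle transcription, cytokinesis and DNA synthesis, had log2 fold changes of -0.59, -0.54 and -0.52. Markers of myoblasts and reserve cells, the undifferentiated cells of such cultures, had 1 upregulated and 6 downregulated of 21 (1 and 6 over the list alone), a median of -0.06 (camera adjusted p = 0.191, and 0.00789 with fry). Targets of the hypoxia factor HIF-1 had 2 upregulated and 17 downregulated of 38 (3 and 18 over the list alone), a median of -0.22 (camera adjusted p = 0.000302, and 0.141 estimated). Bnip3, a mitochondrial autophagy receptor in this list, had a log2 fold change of -0.60, and Vegfa, the angiogenic factor, was an upregulated member at 0.44. Extracellular matrix genes had 11 upregulated and 21 downregulated of 51 (11 and 22 over the list alone), a median of -0.09 (camera adjusted p = 0.0213, 0.578 estimated, 0.0511 with fry, 0.0717 without control replicate 1 and 0.0668 without kaempferol replicate 1). The basement membrane genes Nid1 and Col18a1 went the other way, with log2 fold changes of 0.76 and 0.77. Of 5 osteoblast markers, 1 was upregulated and 3 were downregulated (1 and 4 over the list alone), with a median of -0.36 (camera adjusted p = 0.202, and 0.00789 with fry). Of 16 replication-dependent histone genes, whose mRNA lacks a poly(A) tail, 3 were downregulated (1 over the list alone) and the other 13 did not pass, with a median of -0.28 (camera adjusted p = 0.0432, 0.229 estimated, 0.205 with the preranked score and 0.0695 without control replicate 2). Fallen genes were not over-represented among the histone genes (adjusted p = 0.736, Fisher's exact test, one-sided). In all, 1647 genes were upregulated and 1840 downregulated at an adjusted p under 0.05, 24.0% of the genes tested, and 1608 and 1765 of these had groups that did not overlap. With upper-quartile factors in place of TMM the balance turned to 1966 upregulated and 1424 downregulated, and without control replicate 1 the number downregulated was 1210. The median log2 fold change was 0.36 for upregulated and -0.27 for downregulated genes, and 200 and 72 of them changed at least 2-fold. DESeq2 called 1251 and 1510 genes at an adjusted p under 0.05, and 2736 genes were called by both tools in the same direction. At an unadjusted p under 0.05 edgeR gave 2439 upregulated and 2677 downregulated genes, and DESeq2 gave 2060 and 2253.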

There were 2034 consistently upregulated genes and 2232 consistently downregulated genes. 

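Genes of the signaling, glutathione, fatty acid and glycolysis lists that follow changed more often than the other tested genes. Against the genes of all lists, none of these lists passed at an adjusted p under 0.05. The tested genes included 694 processed pseudogenes, of which 14 were upregulated and 37 downregulated. Of the 12255 protein-coding genes tested, 1542 were upregulated and 1735 downregulated. A background of protein-coding genes alone was not tested, so part of the excess over the other tested genes may come from the type of gene. The 8 lists used here follow pathway names printed in Figure 4C, so the study chose these pathways on these samples and the lists are not independent evidence. Of 226 tested genes in the MAPK list, the kinase cascades that carry growth and stress signals, 71 were called (31.4%, against 23.8% of the other tested genes; adjusted p = 0.0122, Fisher's exact test, one-sided). Of 245 in the PI3K-Akt list, the pathway from growth factor and matrix receptors to growth and survival, 94 were called (38.4%; adjusted p = 2.18e-06 from the same test). The HIF-1 list had 41 called genes of 89 (46.1%; adjusted p = 2.17e-05) and the FoxO list, of starvation and stress signaling, 46 of 108 (42.6%; adjusted p = 6.02e-05). In glutathione metabolism 26 of 45 genes were called (57.8%; adjusted p = 7.59e-06), in fatty acid metabolism 27 of 52 (51.9%; adjusted p = 5.59e-05), in fatty acid degradation 19 of 35 (54.3%; adjusted p = 0.000367) and in glycolysis 23 of 44 (52.3%; adjusted p = 0.000172). With the genes of all lists as the background, none of the 8 lists passed. The adjusted p was 1 for MAPK (31.4% called, against 40.35% of the other list genes), 0.864 for PI3K-Akt, 0.279 for HIF-1, 0.533 for FoxO, 0.0548 for glutathione metabolism, 0.197 for fatty acid metabolism, and 0.1995 each for fatty acid degradation and glycolysis. Counted by direction, the adjusted p was 0.185 for MAPK genes that rose and 0.0825 for those that fell, and 0.0316 and 0.000196 for PI3K-Akt genes. Glutathione metabolism had 23 upregulated and 3 downregulated genes (25 and 4 when adjusted over the list alone), a median log2 fold change of 0.37 (camera adjusted p = 8.56e-11, and 0.0785 with an estimated correlation). Fatty acid metabolism had 23 and 4 (29 and 6 over the list alone), a median of 0.16 (camera adjusted p = 0.000118, and 0.0785 estimated). In it, Cpt1a, which brings fatty acids into mitochondria, Acadm, an enzyme of beta-oxidation, and Scd1, which makes unsaturated fatty acids, had log2 fold changes of 0.52, 0.42 and 0.60. Adipocyte markers, a list with too few members past the filter, also passed camera upward with no filter (adjusted p = 0.0171). Fatty acid degradation had 17 and 2 (19 and 3 over the list alone), a median of 0.16 (camera adjusted p = 0.000707, and 0.113 estimated), with the aldehyde dehydrogenase gene Aldh2 at 0.61 and the alcohol dehydrogenase gene Adh7 at 1.16. In glycolysis 10 genes were upregulated and 13 downregulated (12 and 13 over the list alone), a median of 0.02 (camera adjusted p = 0.965, direction up, and down with the preranked score on log2 CPM at 0.250, without control replicate 2 at 0.875 or without kaempferol replicate 2 at 0.935). Ldha, which makes lactate, Pfkl, Eno3 and Pgk1 had log2 fold changes of -0.65, -0.53, -0.51 and -0.50, while the upregulated members included Aldh3a1, Adh7 and Aldh2. The HIF-1 list had 11 upregulated and 30 downregulated genes (12 and 32 over the list alone), a median of -0.07 (camera adjusted p = 0.0216, 0.271 estimated and 0.0608 without control replicate 1). The FoxO list had 25 and 21 (28 and 22 over the list alone), a median of -0.04 with a mean of 0.04 (camera adjusted p = 0.953, direction up, and down with no filter at 0.950 and without control replicate 3 at 0.817). In the FoxO list the stress gene Gadd45a, the lipid receptor gene S1pr1 and the repressor gene Bcl6 had log2 fold changes of 0.78, 0.82 and 0.64.

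**Figure D3:**
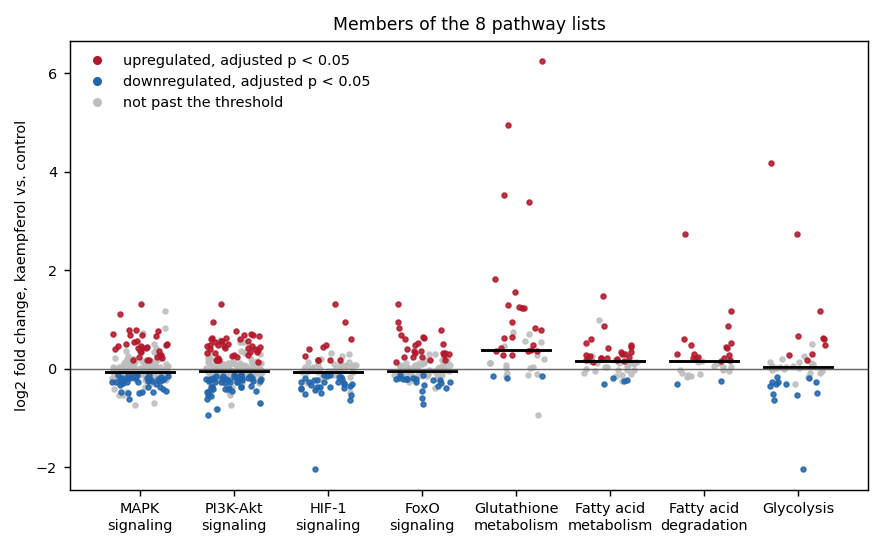
log2 fold change, kaempferol vs. control, of each tested member of the 8 pathway lists. Points are genes coloured by their adjusted p from edgeR, and bars are list medians. MAPK and PI3K-Akt members lie on both sides of 0, with medians of -0.06 each, and the glutathione metabolism list has the highest median, 0.37.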

The bioinformatic analysis on the pathway enrichment of the DEGs indicated that kaempferol more significantly altered the MAPK and PI3K/AKT signaling pathways over other signaling pathways, as evident from the proximity of the Sankey dot enrichment pathway to the energy metabolism-related pathways (*p* < 0.05) (Figure 4C). 

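Genes of the MAPK and PI3K-Akt lists changed in both directions after kaempferol. Fgf7, a growth factor that activates both pathways, rose, as did Dusp4, a phosphatase that turns MAP kinases off, Pla2g4a, a phospholipase activated by MAP kinases, and Ikbkg, a subunit of the kinase complex upstream of NF-κB. Among members of the PI3K-Akt list with large changes, Tnc, which encodes tenascin C, the collagen genes Col1a1 and Col1a2 and the laminin gene Lamb3 fell, while the kinase gene Sgk1 and the PI3K regulatory subunit gene Pik3r3 rose. Some other matrix genes of the list rose or did not pass. In the MAPK list 32 genes were upregulated and 39 downregulated of 226 (37 and 47 when adjusted over the list alone). Its median log2 fold change was -0.06, its mean 0.000513, and its summed expression was 21620 CPM in control and 21026 CPM in kaempferol libraries. Against all other tested genes, its camera adjusted p was 0.221 and its direction was down (0.407 with an estimated correlation). In the PI3K-Akt list 40 genes were upregulated and 54 downregulated of 245 (40 and 58 over the list alone), the median was -0.06 and the mean -0.01. Its camera adjusted p was 0.231, direction down (0.515 estimated), and its summed expression was 50568 CPM in control and 46384 CPM in kaempferol libraries. Tested for change in either direction by the mixed form of fry, which does not compare a list with other genes, both lists passed, with adjusted p = 3.12e-07 for MAPK and 3.00e-07 for PI3K-Akt, as did 36 of all 38 lists. The lists share 73 tested genes. The preranked normalized enrichment score, on genes ordered by the signal-to-noise ratio of log2 CPM, was -1.08 for the MAPK list (adjusted p = 0.308, gene permutation) and -1.28 for the PI3K-Akt list (adjusted p = 0.0762, gene permutation). Without the members that the lists share, the PI3K-Akt score was -1.38 and passed (adjusted p = 0.0464), and the MAPK score was -1.22 (adjusted p = 0.161). The MAPK score turned positive without control replicate 1 (1.04), without control replicate 2 (0.915) and without kaempferol replicate 2 (1.01), and the PI3K-Akt score without kaempferol replicate 2 (1.21). A score on the ratio of linear CPM, chosen after seeing the data, also used no filter and an SD of at least 0.2 of the mean. With these changes together the scores were 1.09 and 1.14 (adjusted p = 0.353 and 0.293, gene permutation). On log2 CPM with no filter they were -1.24 and -1.38. Fgf7 rose from 51.8 ± 2.78 to 128 ± 8.42 CPM, a log2 fold change of 1.3 (standard error 0.0586, adjusted p = 1.50e-11 from edgeR's quasi-likelihood test). Ikbkg, Pla2g4a and Dusp4 had log2 fold changes of 0.77, 0.71 and 0.69, and Vegfd, a vascular growth factor, and Nfkb1, an NF-κB subunit, -0.63 and -0.42. Tnc fell from 1518 ± 55.8 to 794 ± 16.7 CPM, a log2 fold change of -0.93 (standard error 0.0423, adjusted p = 1.59e-11). Lamb3, Col1a1, Col1a2 and the transcription factor gene Creb3l1 had log2 fold changes of -0.82, -0.70, -0.48 and -0.45, and Sgk1 and Pik3r3 0.69 and 0.60. Among the kinase genes themselves, the PI3K catalytic subunit gene Pik3cb fell by 0.40 on the log2 scale (adjusted p = 0.00216), and Akt1 and Akt2 by 0.14 each (adjusted p = 0.0307 and 0.0449). Pik3r1, a PI3K regulatory subunit, rose by 0.18 (adjusted p = 0.0128). Mapk3, Mapk8, Mapk9, Mapk14 and Pik3ca, which encode ERK1, JNK1, JNK2, p38α and a PI3K catalytic subunit, did not pass the test, with log2 fold changes of 0.06, 0.05, 0.17, -0.14 and -0.11. The calls of Akt1, Akt2 and Mapk9 depend on single libraries and on the processing, and those of Pik3r1 and Mapk14 on single libraries. With all libraries, Akt1 did not pass with upper-quartile factors (adjusted p = 0.0842) or the replicate number as a block (0.0960). Akt2 did not pass with DESeq2 (0.0780), upper-quartile factors (0.109), no filter (0.0642), at least 10 counts in every library (0.0503), the likelihood ratio test (0.0510) or the block (0.111), while Mapk9 passed with upper-quartile factors (0.0264), at least 10 counts in every library (0.0444) and protein-coding genes alone (0.0435). Akt1 passed without kaempferol replicate 2 but had adjusted p = 0.0642 to 0.106 without any other single library, Akt2 had 0.0511 to 0.166 without any single library, Pik3r1 had 0.0553 without control replicate 3 and 0.0795 without kaempferol replicate 2, while Mapk9 passed without kaempferol replicate 2 (0.0499) and Mapk14 without control replicate 3 (0.0414).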

The GSEA analysis of the MAPK and PI3K/AKT signaling pathways revealed that kaempferol significantly upregulated the MAPK (NES = 1.273, false discovery rate q-value, and FDR = 0.061, usually <0.25 is acceptable [41]) (Figure 4D) and PI3K/AKT (NES = 1.234 and FDR = 0.139) (Figure 4E) signaling pathways. The MAPK and PI3K/AKT signaling pathways regulate key processes in muscle, including growth, proliferation, differentiation, and metabolism [42,43]. Specifically, the MAPK signaling pathway mediates mitochondrial biogenesis, angiogenesis, and muscle hypertrophy, whereas PI3K/AKT affects glucose uptake, protein synthesis, and muscle regeneration [17,44].

### 3.6. Kaempferol Upregulated the Phosphorylation of Key Target Proteins in the MAPK and PI3K/AKT Signaling Pathways

To gain an insight into the mechanisms by which kaempferol affects muscle function in vitro, we first examined the phosphorylation expression of key target proteins in the PI3K/AKT (mainly including PI3K and AKT) and MAPK signaling pathways (p38 MAPK, JNK, and ERK). A 24 h exposure to kaempferol increased the phosphorylation levels of PI3K, AKT, p38 MAPK, JNK, and ERK in the C2C12 myotubes (Figure 5). Consistent with the MAPK and PI3K-AKT signaling pathways, studies have suggested that exercise fatigue-related abnormalities may be attributed to the dysregulation of the MAPK and PI3K-AKT signaling pathways [5,12,13]. Our findings suggest that kaempferol may upregulate the protein expression levels of the PI3K/AKT and MAPK signaling pathways to enhance exercise performance, consistent with the results of the transcriptomic analysis.

To further elucidate the multifaceted regulatory effects of kaempferol on glucose uptake, protein synthesis, and mitochondrial biogenesis in C2C12 cells, we examined the expression changes in AMPK, mTOR, and PGC-1α to investigate the molecular mechanisms by which kaempferol modulates muscle cell metabolism. Compared with the CT group, kaempferol incubation upregulated p-AMPK (1.25- and 1.35-fold by 25 and 50 μM kaempferol, respectively), PGC-1α (1.34- and 1.58-fold by 25 and 50 μM kaempferol, respectively), and p-mTOR (1.24-, 1.41-, and 1.82-fold by 12.5, 25, and 50 μM kaempferol, respectively) (Figure 5G,H). Our results demonstrated that kaempferol upregulated PGC-1α and phosphorylated AMPK and mTOR in C2C12 cells. As a critical regulator of energy metabolism, AMPK activation promotes ATP-generating pathways, including glucose uptake, mitochondrial biogenesis, and glycolysis [17]. Furthermore, studies have reported that AMPK might directly regulate PGC-1α, associated with the regulation of energy generation, modulating the expression of genes involved in fatty acid oxidation, oxidative phosphorylation, and mitochondrial biogenesis [10,45,46]. We speculated that the increased glucose uptake and mitochondrial biogenesis in C2C12 cells were likely because of kaempferol-induced AMPK activation. Moreover, mTOR is an indispensable component of the nutrient-sensing capability and overall coordination of cellular metabolism, and it plays a pivotal role in regulating protein synthesis and increasing muscle mass and strength [11]. Furthermore, complex crosstalk existed among those signaling pathways, which serve as an important mechanism of action for nutritional supplements. Specifically, the activation of the PI3K-AKT and MAPK signaling pathways can stimulate mTOR to promote protein synthesis and activate PGC-1α, which facilitates GLUT4 translocation and glucose uptake in muscle [11,13,47].

### 3.7. Effect of Kaempferol on Downstream Maker Related to Glucose Uptake, Protein Synthesis, and Mitochondrial Biogenesis

To better elucidate the mechanisms underlying kaempferol’s effects, we further focused on several key downstream targets closely associated with the observed bioactivities. As presented in Figure 6, compared with the CT group, kaempferol upregulated mtTFA (*p* < 0.05 in 25 μM kaempferol and *p* < 0.01 in 50 μM kaempferol) and GLUT4 (*p* < 0.05 in 25 μM kaempferol and *p* < 0.01 in 50 μM kaempferol); as well, kaempferol induced a dose-dependent increase in the phosphorylation of 4EBP1 (*p* < 0.05 in 12.5 μM kaempferol, and *p* < 0.01 in 25 and 50 μM kaempferol) and p70S6K (*p* < 0.05 in 12.5 μM kaempferol, and *p* < 0.01 in 25 and 50 μM kaempferol). Kaempferol upregulated mtTFA and GLUT4 in a dose-dependent manner, with enhanced phosphorylation of 4EBP1 and p70S6K.

Our results demonstrated that kaempferol upregulated mtTFA, a key downstream target of activated PGC-1α. PGC-1α is a point of convergence for diverse signals that stimulate mitochondrial biogenesis. Activated PGC-1α interacts with transcription factors, including nuclear respiratory factor 1 (NRF1) and nuclear respiratory factor 2 (NRF2), to induce genes involved in mitochondrial biogenesis, thereby stimulating the expression of mtTFA—a major regulator of mitochondrial DNA transcription and replication [48,49]. Therefore, the kaempferol-mediated upregulation of mtTFA observed here likely occurred through the upstream activation of the PGC-1α. Additionally, the activation of PGC-1α might result in the stimulation of GLUT4. Increased GLUT4 expression, critical for skeletal muscle glucose uptake and maintaining whole-body glucose homeostasis, probably facilitated greater glucose uptake [43]. 4EBP1 and p70S6K were key effectors regulating mRNA translation and protein synthesis downstream of mTOR; their activation by kaempferol thus provided a mechanistic basis for the increased protein synthesis observed. In summary, kaempferol enhances exercise performance by upregulating phosphorylation of the MAPK and PI3K/AKT signaling pathways and coordinately activating the critical metabolic regulators—AMPK, mTOR, and PGC-1α—in cells.

In our study, we found that kaempferol could significantly improve exercise performance and we have preliminarily proposed the mechanisms which provided a good basis for subsequent research. The in vivo study’s findings do not indicate toxicity of kaempferol but rather highlight its positive effects on human health, such as anti-inflammatory, anticancer, antioxidant, and antidiabetic properties [25]. However, the safety concerns regarding kaempferol, especially the relationship between intake levels and health benefits, will be a key focus of future research. This study still has some limitations. Firstly, the stability of kaempferol in the culture medium over 24~48 h or at different time points is also an important issue worth investigating. The specific pathways/effectors involved in this study are conducted in cells, and further in-depth research in animal models and even human populations will be necessary in the future. The next issue is the safety of kaempferol. In our preliminary experiments, we conducted an acute experiment with a maximum gastric gavage dose of 5 g/kg bw in mice and observed no mortality. However, this safety study was insufficient. A more comprehensive safety assessment is still needed. Currently, we have verified the bioactive effects of kaempferol in cell and animal experiments; the specific pathways/effectors involved in this study especially were only conducted in cells. In future studies, it will be crucial to translate the obtained results to the human population. Specifically, clinical or human physiological experiments are necessary to investigate the impacts and efficacy of kaempferol in individuals.

## 4. Conclusions

In summary, kaempferol is a natural bioactive component in various foods and herbal medicines, where it demonstrates antioxidant and anti-inflammatory effects. As an advantageous active component, the main benefits and potential mechanisms by which kaempferol improves exercise performance are diagrammatically represented in Figure 7. Kaempferol effectively enhances exercise performance by improving grip strength, endurance duration, and distance while also enhancing antioxidant capability, energy metabolism, and decreasing metabolic byproducts during exercise. Furthermore, in vitro studies conducted on C2C12 muscle cells revealed the following: kaempferol reduced ROS generation, which not only minimized ROS damage to C2C12 but also demonstrated a fundamental cellular protection, aiding in regulation of other biological processes; kaempferol activated the PI3K/AKT and MAPK signaling pathways, enhancing biological functions; kaempferol stimulated AMPK and PGC1-1α, inducing GLUT4 expression for enhanced glucose uptake while simultaneously promoting mtTFA and mitochondrial transcription/translation, elevating mitochondrial biogenesis; and concurrently, kaempferol upregulated mTOR, leading to downstream protein synthesis by the critical targets 4EBP1 and p70S6K.

## Figures and Tables

**Figure 1:**
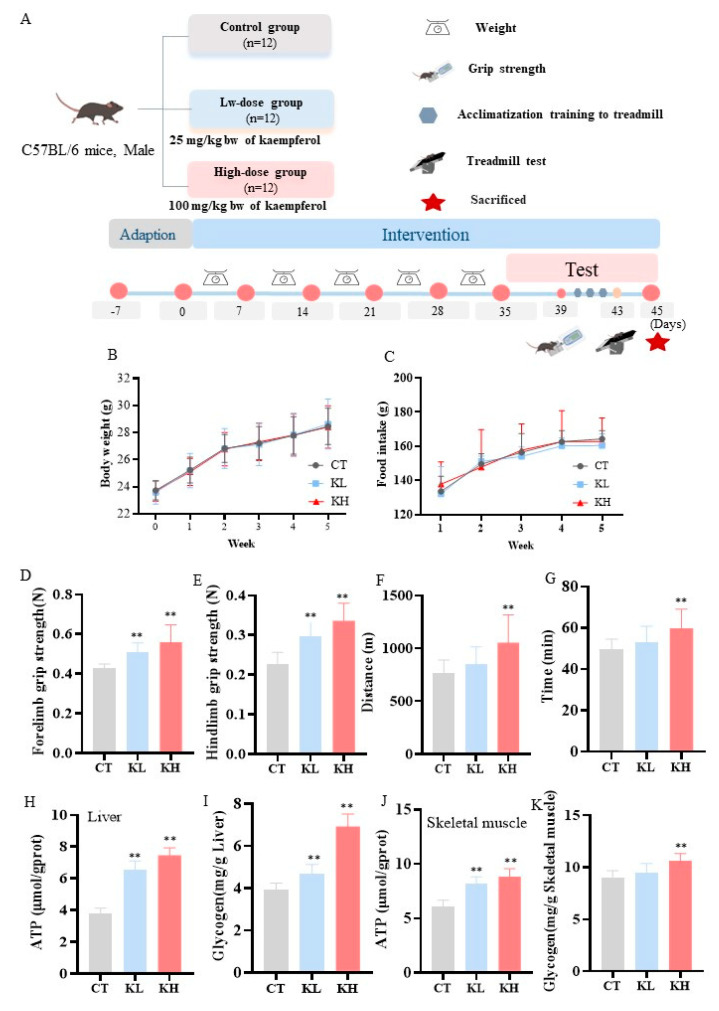
Effect of kaempferol on body weight, food intake, grip strength, exercise capacity, ATP, and glycogen in mice. (**A**) Experimental study design; (**B**) body weight; (**C**) food intake; (**D**) forelimb grip strength; (**E**) hindlimb grip strength; distance (**F**) and duration (**G**) of exercise until exhaustion; ATP (**H**) and glycogen (**I**) in the liver; and ATP (**J**) and glycogen (**K**) in skeletal muscle. CT, control group, 0.5% (wt./vol) solvent carboxymethyl cellulose sodium (CMC); KL, 25 mg/kg bw of kaempferol; KH, 100 mg/kg bw of kaempferol; and bw, body weight. **, *p* < 0.01.

**Figure 2:**
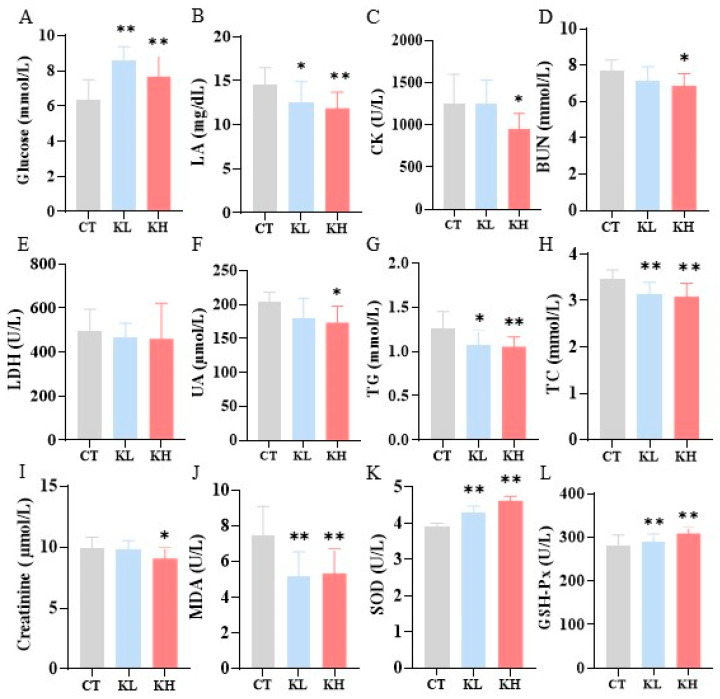
Effect of kaempferol on serum biochemical parameters in mice. (**A**) glucose; (**B**), lactic acid (LA); (**C**), creatine kinase (CK); (**D**), blood urea nitrogen (BUN); (**E**), lactate dehydrogenase (LDH); (**F**), uric acid (UA); (**G**), triglyceride (TG); (**H**), total cholesterol (TC); (**I**), creatinine; (**J**), malondialdehyde (MDA); (**K**), superoxide dismutase (SOD); (**L**), glutathione peroxidase (GSH-Px). CT, control group, 0.5% (wt./vol) solvent carboxymethyl cellulose sodium (CMC); KL, 25 mg/kg bw of kaempferol; KH, 100 mg/kg bw of kaempferol; bw, body weight. *, *p* < 0.05; **, *p* < 0.01.

**Figure 3:**
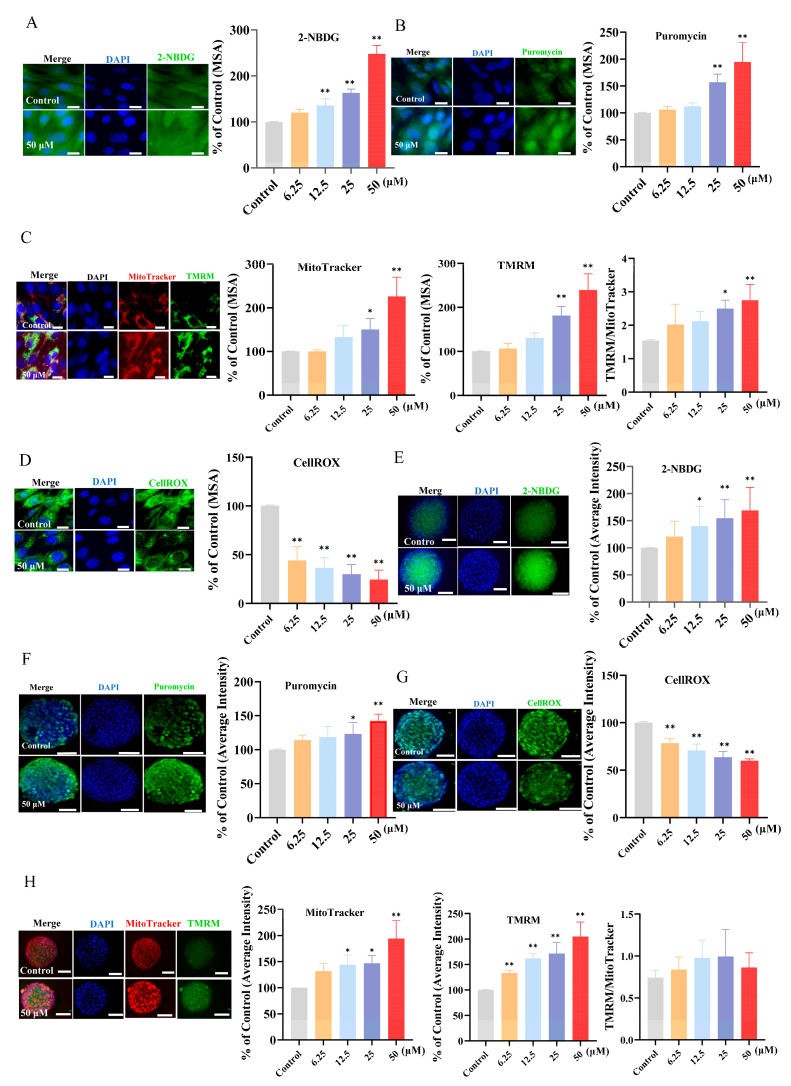
Effect of kaempferol on glucose uptake, mitochondrial mass, mitochondrial membrane potential, reactive oxygen species (ROS), and protein synthesis in vitro (C2C12 myotubes, cultured in 2D and 3D). The mean stain area (MSA) of 2-NBDG (**A**), puromycin (**B**), TMRM and MitoTracker (**C**), and CellROX (**D**) in C2C12 myotubes cultured in 2D. The average intensity of 2-NBDG (**E**), puromycin (**F**), CellROX (**G**), and TMRM and MitoTracker (**H**) in C2C12 myotubes cultured in 3D. Left panel: representative images, bar size: 50 μm (2D) and 100 μm (3D). The assays were performed in triplicate with three technical replicates. *, *p* < 0.05; **, *p* < 0.01.

**Figure 4:**
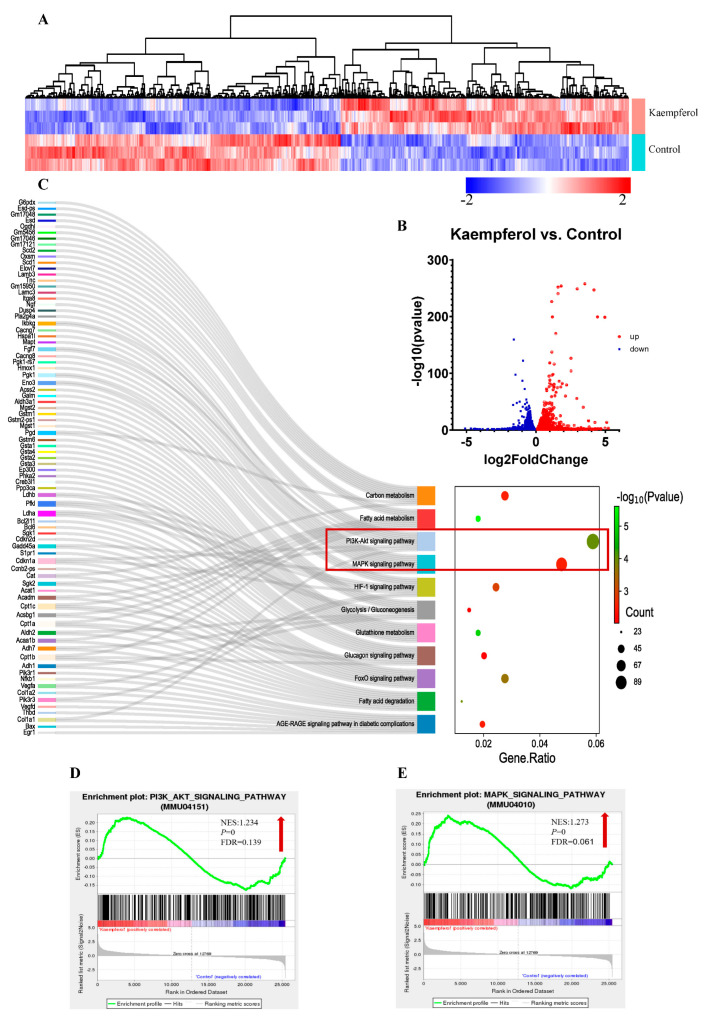
RNA-sequencing data induced by kaempferol in C2C12 myotubes. (**A**) Heatmap of gene expression levels in the control and kaempferol groups; (**B**) differentially expressed genes (DEGs) in C2C12 cells; *p* < 0.05 and |log_2_(Fold Change)| > 0 was seen as DEGs; (**C**) Sankey dot pathway enrichment (*p* < 0.05) from DEGs; and PI3K/AKT (**D**) and MAPK (**E**) signaling pathways of GSEA analysis.

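Most genes printed in the pathway panel of Figure 4C changed in mRNA with kaempferol. The panel holds 80 gene names, all found in the count table, and 9 of them are pseudogenes. Of the 70 with enough counts to be tested, 51 were upregulated and 16 downregulated at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The remaining 3 were the pseudogenes Gm17048 (adjusted p = 0.0501) and Pgk1-rs7 (adjusted p = 0.0509) and the chaperone gene Hspa1l (adjusted p = 0.0577), and each passed with the likelihood ratio test (adjusted p = 0.00947, 0.0289 and 0.0246) and when a single library was left out: Gm17048 without control replicate 2 (0.0296) or kaempferol replicate 3 (0.0481), Pgk1-rs7 without kaempferol replicate 3 (0.0104) and Hspa1l without control replicate 3 (0.0271). Among the genes that passed, Mapt (adjusted p = 0.0415, mean 0.85 CPM) did not pass with DESeq2 (0.154), no filter (0.0692) or the replicate number as a block (0.0718). Without any single library it had adjusted p = 0.0514 to 0.177. Acaa1b (adjusted p = 0.0395) did not pass with DESeq2 (0.131). Pgk1-rs7 is a copy of the glycolytic gene Pgk1 that held 0.654% of the counts of its family, and Gm17048 a copy of the esterase gene Esd that held 0.0835%. Esd itself held 99.4% of its family's counts and rose from 327 ± 11.9 to 986 ± 24.1 CPM, a log2 fold change of 1.59 (standard error 0.0446, adjusted p = 1.69e-14). The other 10 genes, Gm5456, Gm17046, Gm17121, Gm15950, Lamc3, Itga8, Cacng8, Gstm6, Sgk2 and Cpt1b, had 0 to 20 counts in each library and were not tested with edgeR. All 80 genes had an unadjusted p under 0.05 from DESeq2, and 65 had an adjusted p under 0.05 from it. Mgst1 and Gstm1, which encode glutathione transferases of the membrane and of the cytosol, had log2 fold changes of 1.55 and 1.3. Gsta3, another glutathione transferase gene, had 0.0193 ± 0.0334 CPM in the control libraries and 2.01 ± 0.757 CPM in the kaempferol libraries. Cacng7, a calcium channel subunit gene placed in the MAPK pathway, had a log2 fold change of 0.78 at 3.40 ± 0.905 and 5.84 ± 0.106 CPM. As these names were picked by the study from these libraries, their calls are not independent evidence. From the enrichment of the DEGs in Figure 4C, and from how close the pathways lie to those of energy metabolism there, the paper reasons that kaempferol altered the MAPK and PI3K/AKT pathways more than other signaling pathways. From the enrichment scores of both pathways in Figure 4D,E the paper states that kaempferol upregulated them. It then turned to the phosphorylation of their kinases and reports that this rose, which mRNA does not measure.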

**Figure 5:**
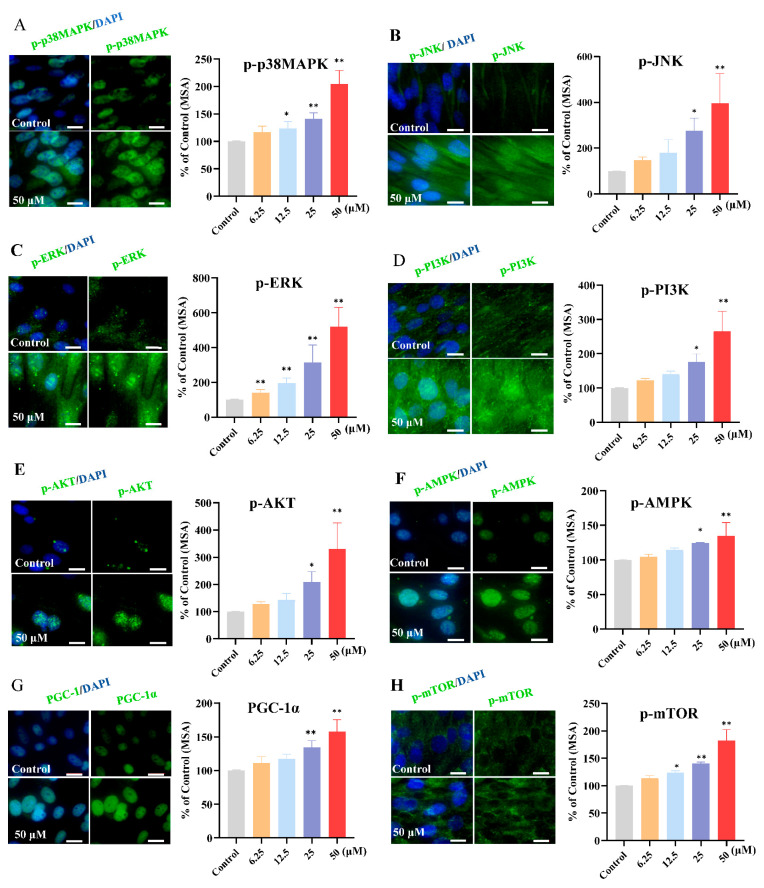
Protein expression/phosphorylation of markers of MAPK and PI3K-AKT signaling pathways. p-p38 MAPK (**A**), p-JNK (**B**), p-ERK (**C**), p-P13K (**D**), p-AKT (**E**), p-AMPK (**F**), PGC-1α (**G**), and mTOR (**H**) were detected with a high-content imaging analysis system. (**A**): representative images, bar size: 50 μm. The assays were performed in triplicate with three technical replicates. *, *p* < 0.05; **, *p* < 0.01.

**Figure 6:**
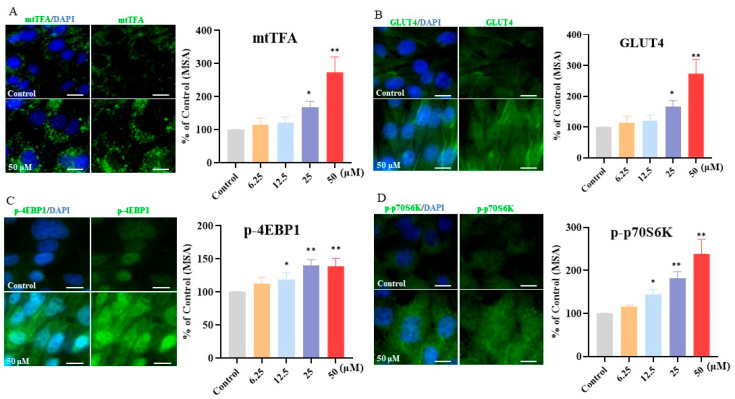
Protein expression/phosphorylation of downstream maker targeted to biological functions in C2C12 myotubes. Protein expression of mtTFA (**A**) and GLUT4 (**B**) and the phosphorylation of 4EBP1 (**C**) and p70S6K (**D**) were detected with a high-content imaging analysis system. Left panel: representative images, bar size: 50 μm. The assays were performed in triplicate with three technical replicates. *, *p* < 0.05; **, *p* < 0.01.

**Figure 7:**
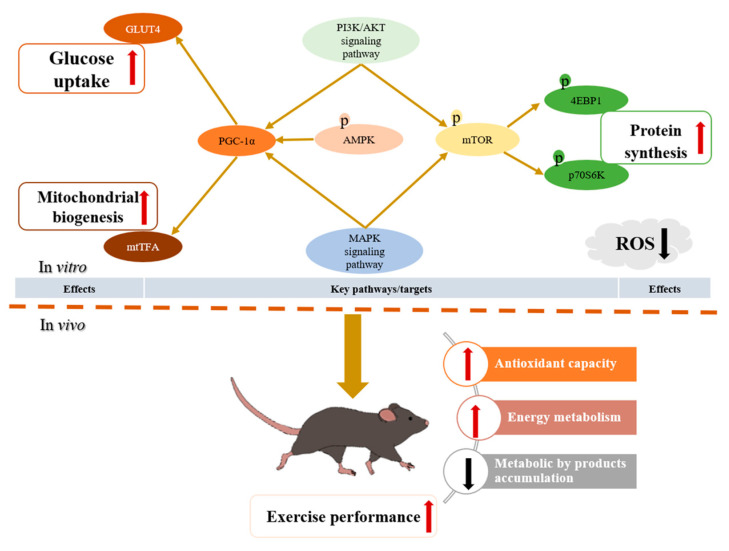
Summary of the effects and mechanism of kaempferol to enhance exercise performance.

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material; further inquiries can be directed to the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/foods13071068/s1, Figure S1: Effect of kaempferol on serum biochemical parameters in mice. (A), aspartate aminotransferase (ALT); (B), alanine aminotransferase (ALT); CT, Control group, 0.5% (wt./vol) solvent carboxymethyl cellulose sodium (CMC); KL, 25 mg/kg bw of kaempferol; KH, 100 mg/kg bw of kaempferol; bw, Body weight. *, *p* < 0.05; **, *p* < 0.01.

## Abbreviations

2-NBDG: 2-[N-7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino]-2-deoxy-Dglucose; 4EBP1, 4E binding protein-1; ALT, alanine aminotransferase; ANOVA, analysis of variants; AST, aspartate aminotransferase; ATP, adenosine triphosphate; BUN, blood urea nitrogen; CK, creatine kinase; CMC, carboxymethyl cellulose sodium; DEGs, differentially expressed genes; DMEM, Dulbecco’s Modified Eagle’s Medium; FBS, fetal bovine serum; GLUT4, glucose transporter-4; GSEA, gene set enrichment analysis; GSH-Px, glutathione peroxidase; KEGG, Kyoto Encyclopedia of Genes and Genomes; LA, lactic acid; LDH, lactate dehydrogenase; LSD, least significant difference; MDA, malondialdehyde; mTOR, mammalian target of rapamycin; mtTFA, mitochondrial transcription factor A; NCBI–GEO, National Center for Biotechnology Information Gene Expression Omnibus; NRF1, nuclear respiratory factor 1; NRF2, nuclear respiratory factor 2; P/S, penicillin-streptomycin; p70S6K, ribosomal protein S6 kinase; PBS, phosphate-buffered saline; PGC-1α, peroxisome proliferator-activated receptor gamma coactivator 1-alpha; ROS, reactive oxygen species; SD, standard deviation; SOD, superoxide dismutase; TBHP, tert-butyl hydroperoxide; TC, total cholesterol; TG, triglyceride.

# Supplementary material for: Kaempferol Improves Exercise Performance by Regulating Glucose Uptake, Mitochondrial Biogenesis, and Protein Synthesis via PI3K/AKT and MAPK Signaling Pathways
**Source:** Foods. 2024 Mar 30;13(7):1068. doi: 10.3390/foods13071068
**Supplement:** Supplementary file 1

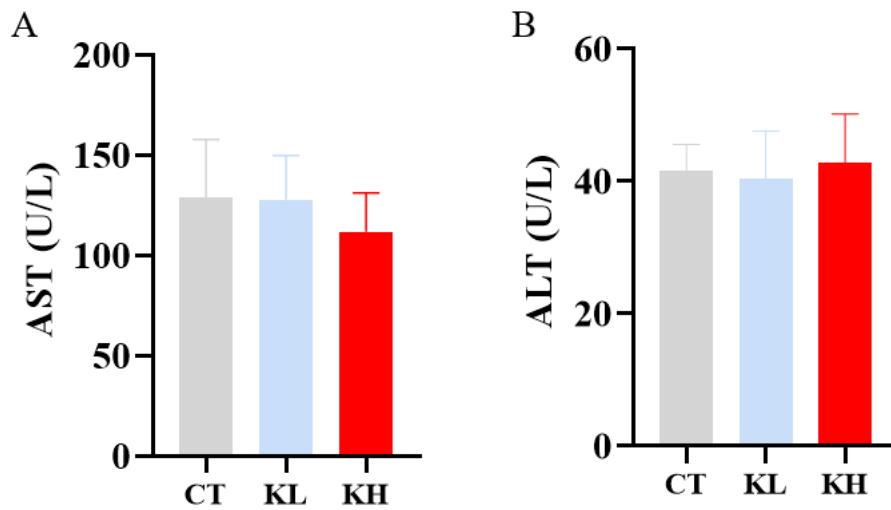

Figure S1. Effect of kaempferol on serum biochemical parameters in mice. Figure S1: Effect of kaempferol on serum biochemical parameters in mice. (A), aspartate aminotransferase (AST); (B), alanine aminotransferase (ALT); CT, Control group, 0.5% (wt./vol) sol-vent carboxymethyl cellulose sodium (CMC); KL, 25 mg/kg bw of kaempferol; KH, 100 mg/kg bw of kaempferol; bw, Body weight. *, $p < 0.05$; **, $p < 0.01$.

How the deposited data were processed for this re-analysis (not part of the article)

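mRNA of C2C12 myotubes was measured by RNA sequencing in 3 control libraries and 3 libraries treated with 25 μM kaempferol for 24 h. The authors deposited 1 table of raw read counts per gene for these 6 libraries, and its values were whole numbers, as read counts are. The processing notes given with the samples name fastp, HISAT2 2.0.5, StringTie 1.3.3b, featureCounts 1.5.0-p3 and DESeq2 1.20.0 with genome build mm10. The labels of the kaempferol libraries spell the cell line C2C13 where the paper and the control labels have C2C12, and they were taken as the C2C12 myotubes of the paper. A treatment tag of every library reads dedifferentiation, while titles and protocol describe myotubes, and the protocol was followed. Of 54924 gene identifiers, 54495 are in GENCODE M21 and 53585 have the same coordinates there. The table also held 392 loci not in the annotation, of which 200 were tested and 22 were higher and 18 lower with kaempferol. In the table 27 gene names had been turned into date numbers, and these genes were read by identifier.

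Reads were not aligned again. Counts were analysed with R 4.3.3 and edgeR 4.0.16. Genes were kept by edgeR's default filter (minimum count 10, minimum total count 15), which left 14558 genes holding more than 99.8% of the counts of each library, and libraries were scaled with TMM factors of 0.985 to 1.012. Total counts ranged from 16575790 to 18625272 per library, and the median count of a tested gene was 441 to 501. Pooled over genes, the spread between libraries exceeded counting error, with a ratio of observed to counting variance of 3.28 to 5.25 for pairs of libraries of a group. log2 CPM used a prior count of 2. Expression was compared with edgeR's quasi-likelihood test, kaempferol vs. control, with Benjamini-Hochberg adjustment over all tested genes. Standard errors are those that the test statistic implies.

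Before the data were examined, 40 gene lists with 1742 genes, the main tests, the rule for the genes named in the text and the alternatives were set. The lists were written from general knowledge of the pathways, so their members are not those of the KEGG sets, which were not used here. Of the list genes 1740 were found in the table, 14 of them under an older name. 2 lists had fewer than 5 tested members and were not tested. Lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01 between genes, and p-values were adjusted over the 38 tested lists. Alternatives were camera with an estimated correlation, fry, and the preranked score of fgsea 1.28.0 on the signal-to-noise ratio. Over-representation of called genes used Fisher's exact test, one-sided, against the other tested genes. Intervals of list medians are 95% percentile intervals of 2000 bootstrap draws of the members. They describe the spread among genes of a list, not between libraries.

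The genes named are, among protein-coding genes with an adjusted p under 0.05, a mean of at least 5 CPM and groups that do not overlap, the 12 with the largest rise and the 12 with the largest fall, every gene the paper names, genes printed in Figure 4C, and up to 4 members of each list with the largest change. The text gives values for part of these, and some are not reported here. The names in Figure 4C were seen before the rule was set. Alternatives to the gene test were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, at least 10 counts in every library, edgeR's likelihood ratio test, protein-coding genes alone, an adjusted p under 0.01, a fold change of at least 1.5, the replicate number as a block, and leaving out each library in turn. Near-identical gene copies were searched with blastn among annotated transcripts (at least 95% identity over at least 100 bases and 50% of the shorter transcript), and 572 of the called genes, 16.4%, have one.

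The tests were checked on simulated data with the same library sizes and 14558 genes. edgeR recovered 45 of 67 genes changed 1.5-fold, 58 of 67 changed 2-fold and 60 of 66 changed 4-fold, and 11 of its 174 calls, 6.32%, were on unchanged genes. DESeq2 recovered 64.2%, 85.1% and 90.9%, and 4.19% of its calls were on unchanged genes. camera, camera with an estimated correlation, fry and the preranked score found both shifted lists and called none of 38 unshifted lists at an adjusted p under 0.05. Fisher's exact test found 1 of the 2 shifted lists. The simulated genes were drawn independently of each other, so the check does not cover lists whose genes are correlated. Far fewer genes were changed in the simulation than were called in the real data, so its rates may not carry over. The kinase activities and proteins of the paper's other assays are not part of these data and were not analysed here.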

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

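The test of NRF2 targets outside the glutathione S-transferases and the test of cell cycle genes against markers of undifferentiated cells were chosen after the results were seen, and the other tests of this part before. Outside the lists that follow Figure 4C, 9 groups of genes passed camera upward in these libraries. The paper discusses antioxidant enzymes and mitochondrial transcription, but from other assays than RNA sequencing. Their median log2 fold changes were 1.24 for NRF2 targets, 0.80 for AhR targets, 0.50 for p53 targets, 0.27 for genes of the mitochondrial genome, 0.22 for muscle atrophy genes and FoxO targets, 0.16 for antioxidant enzymes, 0.14 for autophagy and lysosome genes, 0.13 for the pentose phosphate pathway and 0.0686 for ATF4 targets. Of these, NRF2 and p53 targets also passed with an estimated correlation. Groups of 3 libraries were not tested for outliers.

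NRF2 targets rose with kaempferol. Reads shared among glutathione S-transferase genes would leave the other members near 0, but the 31 members outside these families had a median log2 fold change of 1.19 (95% bootstrap interval 0.95 to 1.31). As 39 of the 40 members had already been seen to be upregulated, this outcome was largely fixed and is not separate evidence. After a smooth trend of the fold change on GC content and transcript length was removed, the median of the list was 1.23 (1.02 to 1.35), which argues against GC content or gene length as the whole cause. The trend was small, with an interquartile range of 0.044 over the tested genes and 1.303% of the variance of the fold changes. A candidate explanation is that kaempferol activated NRF2, a hypothesis found on the same data. NRF2 activity itself was not tested.

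Cell cycle genes fell with kaempferol (camera adjusted p = 8.21e-20, and 0.0785 with an estimated correlation). With the trend on GC content and gene length removed, their median was -0.25 (-0.29 to -0.22). Fewer undifferentiated cells relative to myotubes were taken to lower myoblast and reserve cell markers as much as cell cycle genes. The median of the 21 markers lay 0.17 above that of the cell cycle genes (0.09 to 0.32, bootstrap over genes). Whether both would fall alike was not tested, so this gap cannot tell how much of the fall such a shift in cells accounts for. Slower division of the cells that still divide, as the rise of Cdkn1a may bring about, is a hypothesis that was not tested. The share of dividing cells was not measured in these libraries.

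Targets of p53 rose with kaempferol. Of the 34 members 32 have no near-identical copy, and these had a median of 0.52 (0.39 to 0.75), which argues against reads shared among copies. With the trend on GC content and gene length removed, the median of the whole list was 0.49 (0.37 to 0.72). A candidate explanation is a p53 response to kaempferol, a hypothesis found on the same data. p53 activity itself was not tested.

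3 libraries against 3 allow 10 splits, too few for a share under 0.05. The real split gave 3487 called genes at an adjusted p under 0.05 and the highest of the other splits 2, so that 1 split, the real one, reached this count. At an unadjusted p under 0.05 the counts were 5116 and 829, again reached by 1 split. The real split called 17 gene lists with camera and the highest other split 11. Every other split mixed both conditions in each group. Part of the difference between conditions therefore remained in these splits, and it also widened the spread within their groups. Their counts are not those of groups without a difference, so they do not tell how often the tests call wrongly. For the MAPK list, 4 splits gave an adjusted p as small as the real 0.221, the smallest of the others being 0.145, and for the PI3K-Akt list 2 splits gave one as small as the real 0.231, the other being 0.132.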

How the results depend on the processing

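The linear CPM score and the fit without gene copies were chosen after the data were seen. Of the alternatives set beforehand, 13 to 14 for each count of genes lay within 1.5 times the reported count. Adjusted counts of higher genes were 953 at an adjusted p under 0.01 and 441 at a fold of at least 1.5 (reported 1647), and of lower genes 1026 and 185 (reported 1840), as stricter limits must give. At a fold of at least 1.5 the unadjusted counts were 579 and 274. Leaving out 1 library gave 1210 (without control replicate 1) to 1628 lower genes and 1209 to 1546 higher genes, with fewer libraries behind each test. The replicate number as a block gave 1337 and 1413 genes, 16 lists, and adjusted p = 0.200 and 0.250 for the MAPK and PI3K-Akt lists, and 0.0187 and 2.53e-07 for their over-representation, but libraries of the same number were no more alike than others. Without gene copies 1550 and 1607 genes were called. The downward direction of the MAPK and PI3K-Akt lists did not pass in any of 13 alternatives that each changed a single choice (adjusted p 0.120 to 0.407 and 0.0762 to 0.515). With the preranked score in place of camera and a second change, PI3K-Akt passed downward without the shared members (0.0464) and not with no filter (0.0580) or RLE factors (0.0617). Both turned upward with the linear CPM score (0.353 and 0.293), which also used no filter and a lower bound on each SD. The cause was not tested. With an estimated correlation 2 lists passed in place of 17. Over-representation was not seen against list genes alone (adjusted p = 1 for MAPK, 0.864 for PI3K-Akt, Fisher's exact test). That background holds lists with high shares of called genes, such as NRF2 targets (97.5%), p53 targets (79.4%) and cell cycle genes (79.2%). It also holds lists with low shares, such as nuclear genes of oxidative phosphorylation (5.06%), so this result depends on which lists were written. The MAPK list did not pass for risen (0.185) or fallen genes alone (0.0825), where fewer genes are counted. The gap between the lowest correlation within a group and the highest between groups was 0.00521, and 0.0863 with the 500 most variable genes, which are chosen for their spread. Of 122 named genes, 105 passed and none of these reversed; 12 of them lost the call somewhere. Among genes that did not pass, Tfam was -0.00167 without a filter and ranged from -0.0281 to 0.0343 without 1 library, Prkaa1 from -0.0103 to 0.103, Mapk8 from -0.00295 to 0.110 and Gpx1 from -0.0428 to 0.0656; the cause was not tested. At the depth used, a 1.5-fold change was found for 67.2% of simulated genes.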

Differences from the paper's values

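The score on linear CPM in this part was chosen after seeing the values. For the MAPK pathway the paper's normalized enrichment score is 1.273 and the value here was -1.084. Of the alternatives set before the data were examined, the value had the paper's sign without control replicate 1 (1.04), without control replicate 2 (0.915) and without kaempferol replicate 2 (1.01). It differed with no filter (-1.24), with RLE factors (-1.06), without the members shared with the PI3K-Akt list (-1.22) and without control replicate 3 (-1.03), kaempferol replicate 1 (-1.07) or kaempferol replicate 3 (-1.07). For the PI3K/AKT pathway the paper's score is 1.234 and the value here was -1.279. It had the paper's sign without kaempferol replicate 2 (1.21). It differed with no filter (-1.38), with RLE factors (-1.27), without the shared members (-1.38, which passed downward at an adjusted p of 0.0464) and without control replicate 1 (-1.20), 2 (-1.09) or 3 (-1.24) or kaempferol replicate 1 (-1.22) or 3 (-1.27). With the score on linear CPM, chosen after seeing the values, both had the paper's sign, at 1.09 and 1.14, but neither passed (adjusted p = 0.353 and 0.293). That score also used no filter and a lower bound on each SD, so the change of sign cannot be put down to the linear scale alone. Passing means an adjusted p under 0.05 here, while the paper accepts a looser limit for its false discovery rates. Under that looser limit the camera values given below, 0.221 and 0.231, would pass downward. With an estimated correlation, camera (0.407 and 0.515) would not pass. The preranked score on log2 CPM would pass downward for PI3K-Akt (0.0762) and not for MAPK (0.308), and the linear CPM scores would not pass. The paper's limit is for a GSEA false discovery rate, while these p-values are adjusted over the lists used here, so they are not like measures. The members of these lists are not those of the KEGG sets. The paper states from its enrichment scores that kaempferol upregulated both pathways. Here both lists had a camera direction of down that did not pass (adjusted p = 0.221 and 0.231). The MAPK list had 32 genes higher and 39 lower, and the PI3K-Akt list 40 higher and 54 lower. The paper also reports a rise of phosphorylated PI3K, AKT, p38 MAPK, JNK and ERK with kaempferol, which mRNA does not measure.

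The paper ranks the MAPK and PI3K/AKT pathways above other signaling pathways. Among the 4 signaling lists tested here (MAPK, PI3K-Akt, HIF-1 and FoxO), PI3K-Akt had the smallest adjusted p of over-representation, 2.18e-06, and MAPK the largest, 0.0122, with 2.17e-05 for HIF-1 and 6.02e-05 for FoxO. By number of called genes the PI3K-Akt list, with 94, and the MAPK list, with 71, came before FoxO with 46 and HIF-1 with 41. By share of called genes they came last, with 38.4% and 31.4% against 42.6% and 46.1%. With DESeq2 and an unadjusted p under 0.05, the tool that the paper's methods name and one reading of its threshold, which does not state whether p was adjusted, PI3K-Akt (2.32e-17) and MAPK (8.92e-13) had smaller adjusted p-values than FoxO (1.54e-12) and HIF-1 (4.89e-11). This count was made without the filter on low counts, and by share of called genes PI3K-Akt (35.86%) and MAPK (33.21%) again came after FoxO (43.33%) and HIF-1 (45.16%). DESeq2 called 2060 higher and 2253 lower genes at an unadjusted p under 0.05, and 1251 and 1510 at an adjusted p under 0.05. The paper's 2034 and 2232 genes lie nearer to the unadjusted counts. The other signaling pathways of Figure 4C were not analysed here. The text beside Figure 4A speaks of more groups than the 2, control and kaempferol, of the libraries and of the figure's legend. The text and the legend assign the enrichment plots of the MAPK and PI3K/AKT pathways to opposite panels of Figure 4D,E.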

Other observations

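The comparison of expression levels of muscle and proliferation genes below was chosen after their values were seen. The paper measured several proteins by imaging, and the mRNA of their genes is given here as values only. Slc2a4, which encodes the glucose transporter GLUT4, had 4 to 12 counts per library (0.504 ± 0.250 CPM in control and 0.381 ± 0.268 CPM in kaempferol libraries) and was not tested with edgeR. Ppargc1a, which encodes PGC-1α, a coactivator of mitochondrial biogenesis, was at 0.690 ± 0.243 and 0.922 ± 0.131 CPM (log2 fold change 0.41, adjusted p = 0.483 from edgeR's quasi-likelihood test). The mitochondrial transcription factor gene Tfam was at 52.6 CPM in both groups (adjusted p = 0.995). Nrf1, the nuclear respiratory factor, fell by 0.22 on the log2 scale (adjusted p = 0.0233, and 0.128 without control replicate 2, 0.0651 without kaempferol replicate 2, 0.0663 without kaempferol replicate 3 and 0.0517 with the replicate number as a block), and Gabpa, which encodes a subunit of nuclear respiratory factor 2, did not pass (-0.13, adjusted p = 0.181). The AMPK catalytic subunit genes Prkaa1 and Prkaa2 had log2 fold changes of 0.04 and 0.30 (adjusted p = 0.595 and 0.162). Mtor and the S6 kinase gene Rps6kb1 had -0.07 and -0.10 (adjusted p = 0.338 and 0.130). Eif4ebp1, the gene of the translation repressor 4EBP1, rose by 0.18 (adjusted p = 0.0135, and 0.0743 without control replicate 1, 0.0698 without kaempferol replicate 1 and 0.0501 without kaempferol replicate 2). The paper measured SOD and GSH-Px activities in mouse serum, without telling apart the genes behind them. Of the genes of such enzymes given here, Sod1 rose by 0.24 (adjusted p = 0.00817). Sod2 and Gpx1 did not pass (0.16 and 0.00, adjusted p = 0.0767 and 0.974), though Sod2 passed with upper-quartile factors (0.0406) and without control replicate 2 (0.0431) or kaempferol replicate 3 (0.0283).

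Of the lists of processes discussed in the paper, antioxidant enzymes and genes of the mitochondrial genome passed camera upward (adjusted p = 7.05e-05 and 0.00243), though not with an estimated correlation (0.232 and 0.476), and those that follow did not pass. Genes of glucose uptake and glycogen had 4 higher and 5 lower of 30 (7 and 6 when adjusted over the list alone), a median log2 fold change of 0.00 and a mean of -0.00 (camera adjusted p = 0.953, direction up). Regulators of mitochondrial biogenesis had 2 higher and 4 lower of 30 (1 and 3 over the list alone; adjusted p = 0.536). Nuclear genes of oxidative phosphorylation had 3 higher and 1 lower of 79 (1 higher over the list alone; adjusted p = 0.282, but 0.00573 without control replicate 3 and 0.00792 without kaempferol replicate 3). Components of mTORC1 had 6 higher and 7 lower of 30 (6 and 8 over the list alone), a median of -0.07 and a mean of 0.01 (adjusted p = 0.536, direction down, and up with fry). Genes of the sarcomere had 9 higher and 4 lower of 49 (9 and 5 over the list alone), a median of -0.03 and a mean of -0.01 (adjusted p = 0.830, direction up). Myogenic regulators had 2 higher and 7 lower of 20 (3 and 7 over the list alone; adjusted p = 0.282), among them the acetylcholine receptor gene Chrnb1 with a log2 fold change of -0.45. Fallen genes were over-represented among the myogenic regulators (35% against 12.6% of the other tested genes, adjusted p = 0.0420, Fisher's exact test, one-sided). Directions of several lists that did not pass turned down without a single library, that of glucose uptake without control replicate 1 (0.984) or kaempferol replicate 3 (0.962), that of oxidative phosphorylation without control replicate 2 (0.875) and that of the sarcomere without control replicate 2 (0.842) or kaempferol replicate 2 (0.931).

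Other lists did not pass camera either. The unfolded protein response of the endoplasmic reticulum had 6 of 28 genes higher (adjusted p = 0.221), the heat shock response 5 higher and 3 lower of 21 (0.830, and downward without kaempferol replicate 1 at 0.925), the proteasome 5 and 1 of 38 (0.394) and the interferon response 5 of 31 higher (0.128, and 0.0135 with no filter). Sterol synthesis had 4 higher and 9 lower of 25 (0.282, and 0.000873 with fry and 0.0109 with the preranked score), ribosomal proteins 2 and 7 of 81 (0.0693, but 0.0258 with no filter, 0.0336 without control replicate 1, 0.000866 without control replicate 2 and 0.00302 without kaempferol replicate 1), and TGF-beta targets 4 and 8 of 26 (0.128). Immediate early genes and ERK feedback genes had 8 higher and 10 lower of 39 (0.504), although Egr1, Egr2 and Egr3 were among the lower ones. NF-kB targets and cytokines had 6 higher and 3 lower of 22 (0.965, direction up, with a median of -0.02 and a mean of 0.02, and direction down without control replicate 1 at 0.943, control replicate 3 at 0.817 or kaempferol replicate 1 at 0.925). Osteoblast markers had 1 higher and 3 lower of 5 (0.202, and 0.00789 with fry, with a median of -0.36 and a mean of 0.10), among them Spp1, which fell from 2942 to 2201 CPM. When adjusted over the list alone, 6 genes of the unfolded protein response, 3 of the proteasome and 5 of the interferon response were higher, and the counts higher and lower were 5 and 6 for heat shock, 4 and 10 for sterol synthesis, 2 and 1 for ribosomal proteins, 4 and 9 for TGF-beta targets, 9 and 13 for immediate early genes, 7 and 3 for NF-kB targets and 1 and 4 for osteoblast markers. Of 4 tested adipocyte markers, Lpl and Cebpa were higher, with log2 fold changes of 1.22 and 0.58. With no filter this list had enough members to be tested and passed upward (adjusted p = 0.0171). Of 4 tested endothelial and blood cell markers 1 was higher, and with no filter this list had an adjusted p of 0.0593, direction up. The preranked score on linear CPM with no filter was chosen after the values were seen. Its adjusted p was 0.0612 for adipocyte and 0.0456 for endothelial and blood cell markers, both upward.

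In the control libraries the proliferation genes Mki67 and Top2a were at 665 ± 38.3 and 737 ± 31.5 CPM, and the skeletal actin gene Acta1 and the differentiation factor gene Myog at 194 ± 21.7 and 33.1 ± 2.06 CPM. Top2a fell by 0.33 on the log2 scale (adjusted p = 2.75e-05 from edgeR's quasi-likelihood test) and Acta1 rose by 0.26 (adjusted p = 0.00703). Myog rose by 0.29 (adjusted p = 0.0143, and 0.0587 without control replicate 1 and 0.0799 without kaempferol replicate 2).

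Gapdh has 71 annotated near-identical copies with counts, and 88.9% of the counts of the family were assigned to the copy Gm13394 and 5.61% to Gapdh. Summed over the family, the counts were 14381, 14758 and 17113 in the control and 13292, 13077 and 14944 in the kaempferol libraries, a log2 fold change of -0.20 (adjusted p = 0.0343 from edgeR's quasi-likelihood test). This sum includes the high Gapdh counts of control replicate 3, so its call rests in part on that library. From the same test, the copy Gm13394 had -0.10 (adjusted p = 0.0989) and the copy Gm5559 -0.27 (adjusted p = 0.0347). Hmgn2 held 13.0% of the counts of its family of 7 copies, with 159, 148 and 821 counts in the control and 70, 123 and 118 in the kaempferol libraries. The family had a log2 fold change of -0.44 (adjusted p = 6.73e-05). In control replicate 3 the Hmgn2 copy Gm10282 had 1087 counts, against 1457 and 1644 in control replicates 1 and 2. Summed over the Hmgn2 family the control libraries had 1919, 2162 and 2243 counts. The Gapdh copy Gm13394 had 13207, 13490 and 13166 counts in the control libraries, so it was not low in control replicate 3 in the same way. The cause of the high counts of Gapdh and Hmgn2 in control replicate 3 is not known.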
